# Pulmonary Response to Surface-Coated Nanotitanium Dioxide Particles Includes Induction of Acute Phase Response Genes, Inflammatory Cascades, and Changes in MicroRNAs: A Toxicogenomic Study

**DOI:** 10.1002/em.20639

**Published:** 2011-01-21

**Authors:** Sabina Halappanavar, Petra Jackson, Andrew Williams, Keld A Jensen, Karin S Hougaard, Ulla Vogel, Carole L Yauk, Håkan Wallin

**Keywords:** nanotitanium dioxide, gene expression, microRNA, inflammation

## Abstract

Titanium dioxide nanoparticles (nanoTiO_2_) are used in various applications including in paints. NanoTiO_2_ inhalation may induce pulmonary toxicity and systemic effects. However, the underlying molecular mechanisms are poorly understood. In this study, the effects of inhaled surface-coated nanoTiO_2_ on pulmonary global messenger RNA (mRNA) and microRNA (miRNA) expression in mouse were characterized to provide insight into the molecular response. Female C57BL/6BomTac mice were exposed for 1 hr daily to 42.4 ± 2.9 (SEM) mg surface-coated nanoTiO_2_/m^3^ for 11 consecutive days by inhalation and were sacrificed 5 days following the last exposure. Physicochemical properties of the particles were determined. Pulmonary response to nanoTiO_2_ was characterized using DNA microarrays and pathway-specific PCR arrays and related to data on pulmonary inflammation from bronchial lavages. NanoTiO_2_ exposure resulted in increased levels of mRNA for acute phase markers *serum amyloid A-1 (Saa1)* and *serum amyloid A-3 (Saa3*), several C-X-C and C-C motif chemokines, and cytokine *tumor necrosis factor* genes. Protein analysis of Saa1 and 3 showed selective upregulation of Saa3 in lung tissues. Sixteen miRNAs were induced by more than 1.2-fold (adjusted *P*-value < 0.05) following exposure. Real time polymerase chain reaction confirmed the upregulation of miR-1, miR-449a and revealed dramatic induction of miR-135b (60-fold). Thus, inhalation of surface-coated nanoTiO_2_ results in changes in the expression of genes associated with acute phase, inflammation and immune response 5 days post exposure with concomitant changes in several miRNAs. The role of these miRNAs in pulmonary response to inhaled particles is unknown and warrants further research. Environ. Mol. Mutagen., 2011. © 2011 Wiley-Liss, Inc.†

## BACKGROUND

Rapid developments in nanotechnology are resulting in increased use and potential release of a variety of engineered nanomaterials into the workplace and environment. Nanoparticles (NPs) are particles with a diameter less than 100 nm along at least one dimension and exhibit new or enhanced size-associated properties compared with larger particles of the same material. The large surface area, unique surface chemistry, and reactivity of NPs pose a unique challenge in assessing their effects on biological systems. Consequently, there is little knowledge of the molecular mechanisms leading to toxic effects following exposure to the diverse types of NPs, and there is no accepted framework for risk assessment of NP exposure [Oberdorster et al.,2005a,b; Borm et al.,^2006^].

Titanium dioxide nano particles (nanoTiO_2_) are poorly soluble and were originally considered to be physiologically inert, posing little risk to human health. However, the International Agency for Research on Cancer has recently classified pigment-grade titanium dioxide as a group 2B carcinogen [IARC, Feb.^2006^]. NanoTiO_2_ has also been listed as a high priority NP by the Organization for Economic Cooperation and Development steering group for test guidelines. NanoTiO_2_ are widely used in paints, paper, plastics, ceramics, and cosmetic sunscreens. Thus, there is potential for human exposure to nanoTiO_2_ occupationally or through release from consumer products. As a result, there is an urgent need for experimental investigations on the biological effects of various types of NPs to increase our understanding of the mechanisms of NP action and establish safe regulatory guidelines for human exposure.

Studies have demonstrated that nanoTiO_2_ causes cellular damage in exposed rodents. For example, chronic exposure to high doses of nanoTiO_2_ by inhalation causes bronchoalveolar hyperplasia, metaplasia, pulmonary fibrosis, and tumor formation in rats [Lee et al.,^1985^; Heinrich et al.,^1995^], possibly resulting from impaired particle clearance [Warheit et al.,^1997^; Cullen et al.,^2000^]; lower doses cause lung inflammation in mice [Dankovic et al.,^2007^]. A single intratracheal dose of nanoTiO_2_ can disrupt alveolar septa and induce emphysema-like changes in mouse lungs [Chen et al.,^2006^]. Particle accumulation in lungs and interstitial pneumonia associated with alveolar septal thickening results following intraperitoneal injection of nanoTiO_2_ in mice [Chen et al.,^2009^]. A multispecies, subchronic, inhalation study demonstrated similar inflammatory responses, lung burdens, and pulmonary overload in both mice and rats exposed at high doses [Bermudez et al.,^2004^]. NanoTiO_2_ is also cytotoxic and causes DNA damage and mutation in various animal and human cell lines [Rahman et al.,^2002^; Bermudez et al.,^2004^; Sayes et al.,^2006^; Warheit et al.,^2006^; Wang et al.,^2007^].

To increase its stability in paints, lotion, or creams, nanoTiO_2_ in general are surface coated with silica, alumina, or other polymers. Surface-coated nanoTiO_2_ in sunscreen lotions is expected to reduce its photoactivity. However, surface coatings and functionalization play a major role in nanoTiO_2_-induced toxicity. For instance, mice challenged with nanoTiO_2_ coated with silica exhibited significantly larger inflammatory responses than mice challenged with uncoated nanoTiO_2_ or silica alone [Rossi et al.,^2010^]. Similarly, vanadium pentoxide-coated anatase nanoTiO_2_ particles induced more cytotoxicity and genotoxicity than natural anatase [Bhattacharya et al.,^2008^]. Therefore, nanoTiO_2_ toxicity is enhanced by surface modifications of the particles. However, it is unclear what changes arise at the molecular level that lead to differences in the toxicity induced by uncoated nanoTiO_2_ relative to particles that are surface modified.

Genomic analyses provide a means to analyze the entire transcriptome of cells or tissues [Mei et al.,^2010^]. Early changes in critical pathways may be used to predict eventual health outcomes as well as derive the molecular mechanisms leading to toxicity [Hanahan and Weinberg,^2000^; Bhattacharjee et al.,^2001^; Golpon et al.,^2004^; Ning et al.,^2004^; Spira et al.,^2004^; Granville and Dennis,^2005^]. However, mRNA expression does not always correlate with related protein abundance and activity, as mRNA and proteins may be post-transcriptionally regulated. Small noncoding RNAs known as microRNAs (miRNAs) have recently been found to play a central role in the regulation of gene expression and protein translation. MiRNAs are typically 21–25 nucleotides in length and function in translational repression or mRNA degradation via the RNA interference pathway [Kim et al.,^2009^; Winter et al.,^2009^]. MiRNAs are also thought to play an important role in the maintenance of chromatin structure and are therefore critical mediators of gene expression and genome stability [Guil and Esteller,^2009^]. MiRNAs are involved in numerous biological processes including apoptosis [Lynam-Lennon et al.,^2009^], cell cycle progression [Carleton et al.,^2007^; Bueno et al.,^2008^], development (reviewed in [Sun and Tsao,^2008^]), and immune response (reviewed in [Tsitsiou and Lindsay,^2009^]). Aberrant miRNA expression has been found in several human diseases (reviewed in [Wang et al.,^2008^]), and many cancers express unique miRNA signatures [Croce,^2009^; Garzon et al.,^2009^]. As such, disruption of miRNA expression is now being widely investigated and various techniques have been developed for this purpose (reviewed in [Kong et al.,^2009^]).

We have recently investigated the developmental and neurological effects of surface-coated nanoTiO_2_ particles [Hougaard et al.,^2010^]. We also reported pulmonary inflammation in nonpregnant adult female mice exposed by inhalation to a low, biologically relevant dose of rutile nanoTiO_2_ particles that were surface modified and coated [Hougaard et al.,^2010^]. In this study, we apply DNA microarrays, pathway-specific real-time polymerase chain reaction (RT-PCR) arrays, focussed RT-PCR, and protein analysis to characterize the molecular changes associated with the observed pulmonary inflammation in the same nonpregnant adult mice exposed to surface-coated nanoTiO_2_ particles from the above study.

## MATERIALS AND METHODS

### Material, Animal Handling, and Tissue Collection

This study used UV-titan L181 with particle size of 20 nm (Kemira, Pori, Finland) enriched in rutile and modified with amounts of zirconium, silicon, aluminum, and coated with polyalcohol.

The study was conducted in parallel with a developmental toxicity study and therefore the particle dose and the time point were selected accordingly. Detailed information about animals, exposure, and exposure monitoring is described by Hougaard et al. [2010]. Briefly, 45 time-mated, nulliparous, adult female C57BL/6BomTac mice were treated as described by Hougaard et al. [2008] by whole-body inhalation to 42.4 ± 2.9 (SEM) mg nanoTiO_2_/m^3^ or to filtered air for 1 hr/day for 11 days. Seventeen (nine controls and eight exposed) of these animals did not conceive (lack of pups and interuterine implantation sites) and were used in this study as exposed adult females.

Animals were sacrificed by cardiac puncture 5 days after the last exposure. Left lung and a section of the liver were sliced randomly into portions and used for (a) total RNA extraction; (b) total RNA extraction enriched with small RNAs; and (c) total protein extracts. Samples were stored at −80°C until analysis. All procedures complied with EC Directive 86/609/EEC and Danish laws regulating experiments on animals (permit 2006/561-1123).

### Material Characterization

Details of sample preparation and particle analysis are described in the Supporting Information provided by Hougaard et al. [2010]. In brief, physical particle size, morphology, and general state of agglomeration/aggregation were determined by transmission electron microscope (TEM, Tecnai G20, FEI Company, Hillsboro, OR). Crystalline phases and crystallite sizes were determined by powder X-ray diffraction (XRD) with a Bruker D8 Advance diffractometer equipped with a Lynxeye CCD detector (Bruker AXS, Madison, WI 53711-5373). Results were obtained by Rietveld refinement of the X-ray diffractograms using Bruker 10 TOPAS V4.1 software. Specific surface area was determined on a Quantachrome Autosorp-1 (Quantachrome GmbH & Co. KG, Odelzhausen, Germany) using multipoint Brunauer, Emmett, and Teller (BET) nitrogen adsorption method after 1 hr degassing at 300°C. Analysis was completed according to DIN ISO 9277 as a commercial service by Quantachrome GmbH & Co. KG. Elemental composition was analyzed by X-ray Fluorescence analysis on a Philips PW-2400 spectrometer as a commercial service by the Department of Earth Sciences, University of Aarhus, Denmark.

### Exposure Monitoring

The fine particle exposure (<600 nm) was monitored using a GRIMM Sequential (Stepping) Mobility Particle Sizer (SMPS, Model No. 5.521; Serial No. 5LP 10209) connected to a GRIMM Condensation Particle Counter (Model 5.400). The SMPS data sampling and calculations were completed using the GRIMM software 5.477/02 v. 1.34 and operated in the fast scan mode. Data were corrected for both Classifier and CPC efficiency using the available software options. Particles were neutralized using a 3.7 MBq Am-241 source (Model No. 5.521). Coarse particle exposure (0.75 to > 15 μm) was measured using a GRIMM Dust Monitor (Model 1.105) at a resolution of 6 sec. The Dust Monitor particle sizes were subsequently recalculated to geometric means assuming an upper channel cut point at 20 μm.

### Titanium in Tissue

Approximately 25–75 mg of lung tissue was weighed and digested in concentrated nitric acid (PlasmaPure, SCP Science, Quebec, Canada) in a microwave oven (Multiwave, Anton Paar, Graz, Austria), and titanium content was determined by quadrupole-based inductively coupled plasma mass spectrometer (ICPMS 7500ce, Agilent Technologies, Tokyo, Japan) equipped with a collision/reaction cell (CRC). The limit of detection (LOD) for titanium in tissues, based on three times the standard deviation of repeated blank measurements, was estimated to be 0.2–5 mg/kg depending on sample intake and dilution. Additional details are described by Hougaard et al. [2010].

### Total RNA and MiRNA Extraction and Purification

Total RNA was isolated from the lung and the liver (*n* = 8/group) using TRIzol reagent (Invitrogen) and purified using RNeasy Mini Kit (Qiagen). The mirVana miRNA Isolation Kit (Ambion, Streetsville, ON, Canada) was used to prepare total RNA enriched with small RNA species from randomly selected left lung sections. RNA quality was confirmed by UV spectrophotometry and using an Agilent bioanalyzer (Agilent Technologies).

### Microarray Hybridization

Individual total RNA (250 ng) samples from eight mice per treatment group (control or exposed) and universal reference total RNA (Stratagene) were used to synthesize double-stranded cDNA and cyanine labeled cRNA according to the manufacturer's instructions (Agilent Linear Amplification Kits, Agilent Technologies). Experimental samples were labeled with Cyanine 5-CTP and reference RNA with Cyanine 3-CTP (Perkin-Elmer Life Sciences). Cyanine-labeled cRNA targets were in vitro transcribed using T7 RNA polymerase, purified by RNeasy Mini Kit (Qiagen) and were hybridized to Agilent mouse 4 × 44 oligonucleotide microarrays (Agilent Technologies) at 60°C overnight. Arrays were washed and scanned on an Agilent G2505B scanner. Data were acquired using Agilent Feature Extraction software version 9.5.3.1.

### MiRNA Expression Profiling

Freshly isolated individual total lung RNA samples from eight control and eight treated samples were labeled using the Agilent miRNA Complete Labeling and Hybridization Kit (Agilent Technologies). Briefly, 100 ng of total RNA was dephosphorylated by incubation with calf intestinal phosphatase at 37°C for 30 min, denatured using 100% DMSO at 100°C for 5 min, then labeled with pCp-Cy3 using T4 ligase by incubation at 16°C for 1 hr. The labeled RNA samples were hybridized to an individual array on 8 × 15K format Agilent mouse miRNA array slides. Hybridizations were performed in SureHyb chambers (Agilent) at 55°C for 20 hrs. Arrays were washed, scanned at a resolution of 5 μm using an Agilent G2505B scanner and data were acquired using Agilent Feature Extraction software version 9.5.3.1.

### Statistical Analysis of Microarray Data

A reference design [Kerr,^2003^; Kerr and Churchill,^2007^] was used to analyze gene expression microarray data. Data were normalized using LOWESS in R [R-Development-Core-Team,^2004^] and differential expression was determined using MAANOVA [Wu et al.,^2003^]. The Fs statistic [Cui et al.,^2005^] was used to test for treatment effects, and *P*-values were estimated by the permutation method using residual shuffling, followed by adjustment for multiple comparisons using the false discovery rate (FDR) approach [Hochberg,^1995^]. Fold change calculations were based on the least-square means. Significant genes were identified as having an adjusted *P*-value < 0.05 for any individual contrast.

### Agilent MiRNA Microarray Analysis

Nonbackground subtracted raw data were quantile normalized [Bolstad et al.,^2003^]. Present calls were determined as signals that were >3 trimmed SDs above the trimmed mean of the (−)3 × SLv1 probes on the array. Probes with technical replicates for a miRNA were averaged using the median signal intensity. Boxplots and cluster analyses were used to identify potential outliers (poor quality chips). This quality control check resulted in the elimination of six arrays from the analysis. Identification of differentially expressed miRNA was carried out at the probe level as well as the miRNA level. The MAANOVA model included the sample identity as a random effect and the gene specific variance estimate (F1 Test) was used to test for differences between the control and treated samples. In this analysis, parametric *P*-values were obtained and were then FDR corrected.

### Real-Time Polymerase Chain Reaction

#### Microarray

Primers were designed using Beacon design 2.0 (Premier BioSoft International). Approximately 2.5 μg of total RNA per sample was reverse transcribed and RT-PCR was performed in duplicate using an iCycler IQ real-time detection system (Bio-Rad). Threshold cycle values were averaged. 

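On the lung arrays Hprt, listed as Hprt1, had log2 ratios of -0.25 ± 0.07 (SD, n = 7) in nanoTiO_2_-exposed and -0.14 ± 0.09 (SD, n = 6) in control (air exposed) mice, a difference of -0.12 (unadjusted p = 0.026 and adjusted p = 0.61 from limma), with no exposed mouse above the control mean. The difference was negative under each of 11 processing alternatives, from -0.25 to -0.08. No probe of these arrays carries the symbol Gapdh.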

Gene expression levels were normalized to the *GAPDH* and *Hprt* gene, which were stable on the DNA microarray. PCR efficiency was examined using the standard curve for each gene. Primer specificity was assured by the melting curve for each gene. A Students' t-test was used for statistical evaluation. A minimum of five samples/treatment group were used.

#### MicroRNA

The Qiagen miScript PCR system was used. For each sample (*n* = 5 per group), 1 μg of total RNA enriched with small RNA species was polyadenylated and then converted to cDNA using an oligodT primer with a universal tag and miScript Reverse Transcription mix. Real-time PCR was performed in duplicate for each sample, using a primer complementary to the universal tag and a miScript primer (Qiagen) specific for each miRNA. Amplified product was detected using SYBR Green and a CFX real-time detection system (Bio-Rad). Expression levels of miRNAs were normalized to expression levels of small nuclear RNAs RNU1A1 and RNU5A1. A Students' t-test was used to statistically evaluate the data.

### Pathway-Specific PCR Arrays

Approximately 800 ng of total RNA per sample (*n* = 6/group) was reverse transcribed using a RT^2^ first strand kit (SABiosciences™). Reverse transcription and real-time PCR reactions were carried out using RT^2^ SYBR Green PCR Master Mix on 96-well PCR arrays designed for the evaluation of mouse inflammatory cytokines and receptors (No. PAMM-011D, SABiosciences™) using a CFX real-time Detection System (BioRad). Threshold cycle values were averaged. Relative gene expression was determined according to the comparative *C*_t_ method and normalized to the *Hprt* and β-*actin* housekeeping genes. Fold changes were calculated using online PCR array data analysis software (SABiosciences™). Statistical significance was calculated using the REST method [Pfaffl et al.,^2002^].

### Pathway Analysis

Gene ontology was used to assign genes to functional categories in DAVID [Huang da et al.,^2009^]. KEGG pathways were used to identify specific biological pathways associated with the differentially expressed genes. In addition, we also conducted pathway analyses using two programs we developed to perform gene set enrichment analysis in R. KEGG gene sets were obtained using the mgug4121a.db R library. The first method is a rank-based test that takes into accounts the magnitude of the intensity value as well as the correlation between genes within a specific pathway. The advantage of this test is that no assumptions on distribution or independence are made. Genes in a pathway are ranked within each observation and the average rank is calculated for each treatment. The distance between the two treatments is calculated. Permutation analysis is used to obtain a *P*-value for each pathway (Table I in the manuscript). The second method (Design-based test) utilizes Euclidean distance between the estimated mean vector of two treatment groups as the test statistic. The null distribution of the test statistic distance is obtained using bootstrapping as described by Kerr and Churchill [2001]. The advantage of this method is that the experimental design used in the study is accounted for.

**Table I:** Gene Set Enrichment Analysis

		Probe	
		
Pathway	*P* value	aTotal	bChanging
**Rank-based test**			
Complement and coagulation cascades	0.002	123	18
Hematopoietic cell lineage	0.002	253	13
Olfactory transduction	0.003	914	2
Pantothenate and CoA biosynthesis	0.008	26	1
Systemic lupus erythematosus	0.013	222	11
Cytokine-cytokine receptor interaction	0.018	652	33
gamma-Hexachlorocyclohexane degradation	0.021	27	3
Neuro active ligand-receptor interaction	0.041	421	3
Toll-like receptor signaling pathway	0.045	332	11
**Design-based test**			
Cytokine-cytokine receptor interaction	0.001	652	33
Pantothenate and CoA biosynthesis	0.001	26	1
Hematopoietic cell lineage	0.006	253	13
Complement and coagulation cascades	0.011	123	18
Systemic lupus erythematosus	0.017	222	11
ABC transporters	0.018	87	2
Natural killer cell mediated cytotoxicity	0.018	334	13
T cell receptor signaling pathway	0.019	352	11
gamma-Hexachlorocyclohexane degradation	0.026	27	3
Fc epsilon RI signaling pathway	0.029	243	13
Asthma	0.032	87	3
Jak-STAT signaling pathway	0.032	390	10
Linoleic acid metabolism	0.041	53	6

a Total indicates the total number of known probes in a given pathway.

b Changing indicates the number of probes changing in a given pathway following the exposure.

### Preparation of Tissue Protein Extracts and Western Blotting

A random section of the frozen left lung lobe was homogenized in lysis buffer (5 M HEPES, pH 7.5, 5 M NaCl, 10% Glycerol, 1% Triton X-100, 2 M EGTA, 1 M MgCl_2_, 0.5 M NaF, 0.2 M sodium pyrophosphate, protease inhibitor cocktail tablets (Roche Applied Science)) and centrifuged. The supernatant was quantified for protein content using a Bradford protein assay reagent kit (Bio-Rad).

Total lung protein extracts were immunoblotted on 14% SDS-PAGE gels and analyzed using antibodies against Saa3 (Santa Cruz Biotechnologies). Membranes were stripped and reprobed with anti-actin antibody for normalization. Band intensities were determined by averaging the densitometric readings from three biological replicates of control and treated samples from the same gel.

### Total SAA Immunoassay

The Mouse SAA immunoassay (Invitrogen) was used to measure total Saa1 in lung tissue homogenates. The assay was conducted according to the manufacturer's instructions. Briefly, 100 μl of assay diluent and known quantities of controls (0–5 μg/ml mouse SAA supplied by the company) and individual samples (100 μg total tissue homogenates) in 50 μl of incubation buffer were loaded onto a microplate precoated with mouse Saa1 specific antibody followed by addition of biotinylated second monoclonal antibody. The plate was incubated at 37°C for 1 hr and unbound Saa1 was removed by washing. A streptavidin-HRP enzyme was then added to each well and incubated for 30 min at room temperature. Plates were washed to remove any unbound enzyme conjugate. One-hundred microliters of chromagen substrate solution was added to each well and incubated in the dark for 30 min at room temperature. The reaction was quenched by adding 100 μl of stop solution to individual wells. Optical Density for each well was determined at 450 nm using a microtiter plate spectrophotometer.

For analysis of Saa2, an Enzyme Immunoassay kit (Life Diagnostics) was used. One hundred micrograms of total protein from individual lung homogenates and controls (reference standard Saa2 0–500 ng/μl, supplied by the company) were loaded onto a plate precoated with anti-mouse Saa2 antibody along with horseradish peroxidase-conjugated polyclonal antibody. Plates were incubated for 1 hr at room temperature, wells were washed and 100 μl of chromagen was added to each well. Following incubation with chromagen for 20 min at room temperature, 100 μl of stop solution was added and the optical density was read at 450 nm in a microtiter plate reader. A minimum of 3 samples/treatment group were used.

## RESULTS

### Exposure and Particle Characterization

Mature female mice (*n* = 9/controls, 8/treated) were exposed for 1 hr per day for 11 consecutive days to 42.4 ± 2.9 (SEM) mg/m^3^ nanoTiO_2_ particles. Physicochemical characteristics of the nanoTiO_2_ used in the study are presented in detail by Hougaard et al. [2010]. Briefly, the sample consisted of a rutile TiO_2_-based material, which accounted for 70.8 wt% TiO_2_. The other major constituents were modifiers of SiO_2_ > Al_2_O_3_ > ZrO_2_ and 5.2 wt% polyalcohol coating. Mass spectrometric analyses suggested that the polyalcohol consisted of a complex mixture with 4, 6, or 8 carbon chain length. BET measurements showed that the specific surface area was 107.7 m^2^/g, which is slightly higher than what was reported by the manufacturer (70 m^2^/g). Transmission electron microscopy showed that the powder particles consisted of aggregates and agglomerates of equidimensional to needle-shaped TiO_2_ crystals with particle size ranging from less than 10 nm to more than 100 nm diameter. Rietveld analysis of powder X-ray diffractograms revealed that the average crystallite size of the TiO_2_ was 20.6 ± 0.3 nm, but an elongation was also determined.

The mice were exposed to 42.4 ± 2.9 (SEM) mg nanoTiO_2_/m^3^ particles mass concentrations as indicated by periodic filter measurements. The number of particles in the exposure atmosphere was 1.70 ± 0.20 × 10^6^/cm^3^ with major particle sizes of ∼100 nm and 4 μm. About 80% of the particles by number were between 40 and 200 nm with a maximum size of 12 μm. However, the mass–size distribution was dominated by micrometer-size particles. Sub-100 nm size particles made up less than 1% of the mass.

The concentration of TiO_2_ particles in tissues was analyzed by ICPMS and showed 38 mg TiO_2_/kg in the lungs of mice 5 days after the last exposure. The lungs of control mice did not contain TiO_2_. No TiO_2_ particles were detected in the liver tissues of the exposed or control mice [Hougaard et al.,^2010^].

### Bronchoalveolar Lavage Fluid Analysis

To assess inflammatory response to nanoTiO_2_ exposure in mouse lungs, inflammatory cell counts were performed on the bronchoalveolar lavage fluid (BALF) as described by Hougaard et al. [2010] and the response was reported in detail by Hougaard et al. [2010]. Briefly, the total number of cells in BALF from mice exposed to nanoTiO_2_ increased by 21% compared with mice exposed to air only, a change that was not statistically significant. The percentage of neutrophils increased significantly from 2% in control (air exposed) mice to 43% in the nanoTiO_2_-treated group (a 19-fold increase). However, the total number of macrophages decreased from 87% in controls to 49% in the treated group. There was a 6-fold increase in lymphocytes in the treated group and no significant changes in the total number of eosinophils and epithelial cells [Hougaard et al.,^2010^].

### Gene Expression Analysis

MAANOVA analysis revealed 353 transcripts that were differentially expressed (FDR—*P*-values < 0.05) compared with matched controls. Of these, 53 had fold changes >1.5 for exposed versus control (50 upregulated and 3 downregulated) (full list in Additional File 1; File 1: Supporting Information Table S1). 

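Lung RNA was measured on 2-color oligonucleotide arrays in 7 mice that inhaled 42.4 mg/m3 nanoTiO_2_ for 1 hr per day on 11 days and in 6 control (air exposed) mice, 5 days after the last exposure. The labels deposited with the arrays give the concentration as 40 mg/m3, and the paper gives 8 mice per group and states that outliers were removed after cluster analysis. On each array the RNA of 1 mouse carried Cy5 and a universal mouse reference RNA, the same on every array, carried Cy3, without a dye swap. The arrays lay on 4 slides, and slide 4 held 2 exposed samples and no control sample. The exposed samples lay at positions 1 and 2 of a slide and the control samples at positions 3 and 4, so that position and exposure cannot be told apart from the log ratios. The authors deposited the scanner software's spot intensities, which are not normalized, and a table of their own processed log2 ratios. Each array held 43379 spots other than controls, for 41174 probes. Between 61.8% and 67.5% of these spots were well above background in Cy5 on the exposed arrays (median 66.3%) and between 61.3% and 66.4% on the control arrays (median 62.9%). The number of arrays limits the precision. Starting from the median spot intensities, the local background was corrected with limma's normexp method with an offset of 50, each array was normalized by loess, control spots and spots that the scanner software marked as outliers were left out, and the spots of a probe were averaged by their mean. The log2 ratio of sample over reference was then compared between the groups with limma's moderated test and Benjamini-Hochberg adjustment over 41172 probes. The methods name LOWESS, MAANOVA and permutation P-values, and the paper's text does not name a background correction. A few spots whose local background was very bright pulled the background model on some arrays. Its fitted Cy5 background mean was -120 for exposed mouse 1, -200 for exposed mouse 12, -609 for exposed mouse 23 and -18.7 for control mouse 24, and lay between -7.04 and -4.45 on the other 9 arrays. With the marked spots left out of the model it lay between -5.16 and -4.12 on all 13 arrays. This was seen after the first counts had been made. The correction was kept as fixed beforehand, and values without background correction, an alternative fixed at the same time, are given for many genes. Leaving the marked spots out was added to the alternatives after the counts were seen, and the ranges given for the genes include it.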

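In the lung, 15 of the 41172 probes differed between exposed and control mice at an adjusted p under 0.05, with 14 higher and 1 lower in exposed mice and a lowest adjusted p of 0.0018 from limma. At an unadjusted p under 0.05 there were 3224 probes. The count moved most without background correction, to 84 probes with 74 higher and 10 lower, which included all 15. It fell to 0 when the arrays were centered on their median in place of loess, with 301 probes at an unadjusted p under 0.05. With slide as a fixed block 6 probes differed, all higher in exposed mice, and with slide as a random block 16 differed. Leaving out each array in turn gave 11 to 20 probes, with the highest count without control mouse 24.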

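Of the 15 probes, 13 were over 1.5-fold higher and 1 was over 1.5-fold lower in exposed mice. Without background correction 43 probes were over 1.5-fold higher and 2 over 1.5-fold lower. The 15 probes belonged to 13 genes. The lowest adjusted p was that of a probe for Trem2, with log2 ratios of -0.94 ± 0.16 (SD, n = 7) in exposed and -1.75 ± 0.08 (SD, n = 6) in control mice, a 1.75-fold difference. Its second probe was 1.53-fold higher in exposed mice. Both probes of D17H6S56E-5 were also called, at 1.60-fold and 1.58-fold higher. Akp2 was 1.60-fold, Clec5a 1.58-fold, Rgs1 1.57-fold and 1300002K09Rik 1.57-fold higher in exposed mice. For each of these probes every exposed mouse had a higher log2 ratio than every control mouse (exact 2-sided permutation p = 0.000583, the smallest that 7 against 6 arrays can give).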

Complete microarray data are available through the Gene Expression Omnibus at NCBI (http://www.ncbi.nlm.nih.gov/geo/), GSE 19487. A heatmap was generated using the Heatplus library [Ploner,^2008^] in R [R-Development-Core-Team,^2009^] using the log2 of the relative intensities. Any technical probe replicates were averaged using the mean. Outliers were removed based on the cluster analysis of the normalized log2 of the Cy3 and Cy5 channel. Hierarchical cluster analysis on differentially expressed genes revealed that samples within a treatment group were clustered together (Additional File 1; File 1: Supporting Information Fig. S1). Thus, a clear treatment effect was found as a result of exposure to nanoTiO_2_. 

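The 13 lung arrays were clustered by average linkage on 1 minus the Pearson correlation of their log2 ratios. Over the 26581 probes well above background, the first of the 2 main clusters held 3 exposed samples and the second held 4 exposed and 6 control samples, so that 9 of 13 arrays lay with their own group. With Euclidean distance and complete linkage 8 arrays did, with median centering 7, and without background correction 8. The clusters are matched to the groups in the better way, so that this count cannot be below 7. The most similar other array was of the same group for 9 of the 13 arrays and from the same slide for 7. Over the 15 probes that differed between the groups, the clusters were the 7 exposed and the 6 control samples, as they were over the 84 probes called without background correction. These probes had been selected by the same comparison of the groups. From the clustering on differentially expressed genes, the paper concludes that there was a clear effect of treatment.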

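Serum amyloid A-3 (Saa3) had a log2 ratio of sample over reference of -0.38 ± 0.64 (SD, n = 7) in exposed mice and -2.53 ± 0.22 (SD, n = 6) in control mice, a 4.44-fold difference (adjusted p = 0.0077 from limma), and 4.64-fold without background correction (adjusted p = 0.00073). NADPH oxidase organizer 1 (Noxo1) had log2 ratios of 1.84 ± 0.37 and 0.52 ± 0.13, a 2.48-fold difference (adjusted p = 0.0077), and 2.99-fold without background correction (adjusted p = 5.1e-07). For both genes every exposed mouse lay above every control mouse, and the call held with each array left out in turn but not with median centering or with slide as a fixed block. Chemokine (C-X-C motif) ligand 5 (Cxcl5) was 4.92-fold higher, and 4.44-fold without background correction (adjusted p = 0.16). With the correction it was higher than every control in 6 of 7 exposed mice, and its adjusted p was 0.21. Its log2 ratios were -0.66 ± 1.04 (SD, n = 7) and -2.96 ± 0.51 (SD, n = 6), and its probe was well above background on 2 of the 6 control arrays. Over 11 alternatives its adjusted p ran from 0.012 to 1.00. It passed 0.05 with the scanner software's processed signals (0.012) and with slide as a fixed block (0.043).

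With background correction the other 3 genes spread widely between the arrays of exposed mice. Lymphocyte antigen 6 complex, locus F (Ly6f) had log2 ratios of 1.81 ± 1.01 (SD, n = 7) and 0.26 ± 0.08 (SD, n = 6), solute carrier family 26, member 4 (Slc26a4) 3.66 ± 1.15 and 2.33 ± 0.30, and lipocalin 2 (Lcn2) 2.47 ± 0.83 and 1.26 ± 0.26. These are differences of 2.93-fold, 2.51-fold and 2.30-fold, each at an adjusted p of 0.61. The lowest exposed values of Ly6f and Lcn2 were those of mice 1, 12 and 23, on whose arrays the background model was pulled. Ly6f was 1.10, 0.60 and 0.58 there, and 2.23 to 2.86 in the other exposed mice. Lcn2 was 1.60, 1.38 and 1.83 there, and 2.87 to 3.33 in the others. The lowest Slc26a4 values were 2.80 and 1.79, in exposed mice 1 and 12. Without background correction the exposed mice lay closer together. Ly6f was 2.67 ± 0.28 against 0.37 ± 0.04, or 4.93-fold higher, at an adjusted p of 8.5e-08. Slc26a4 was 4.34 ± 0.35 against 2.52 ± 0.34, or 3.51-fold higher, at 0.00046. Lcn2 was 3.08 ± 0.18 against 1.34 ± 0.13, or 3.34-fold higher, at 8.5e-08. The adjusted p of these 3 genes reached 1.00 with median centering, and the lowest values over the alternatives were 2.2e-08 for Ly6f and Lcn2 and 0.00023 for Slc26a4. The Slc26a4 spot of exposed mouse 23 was marked as an outlier, which leaves 6 exposed mice.

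**Figure D1:**
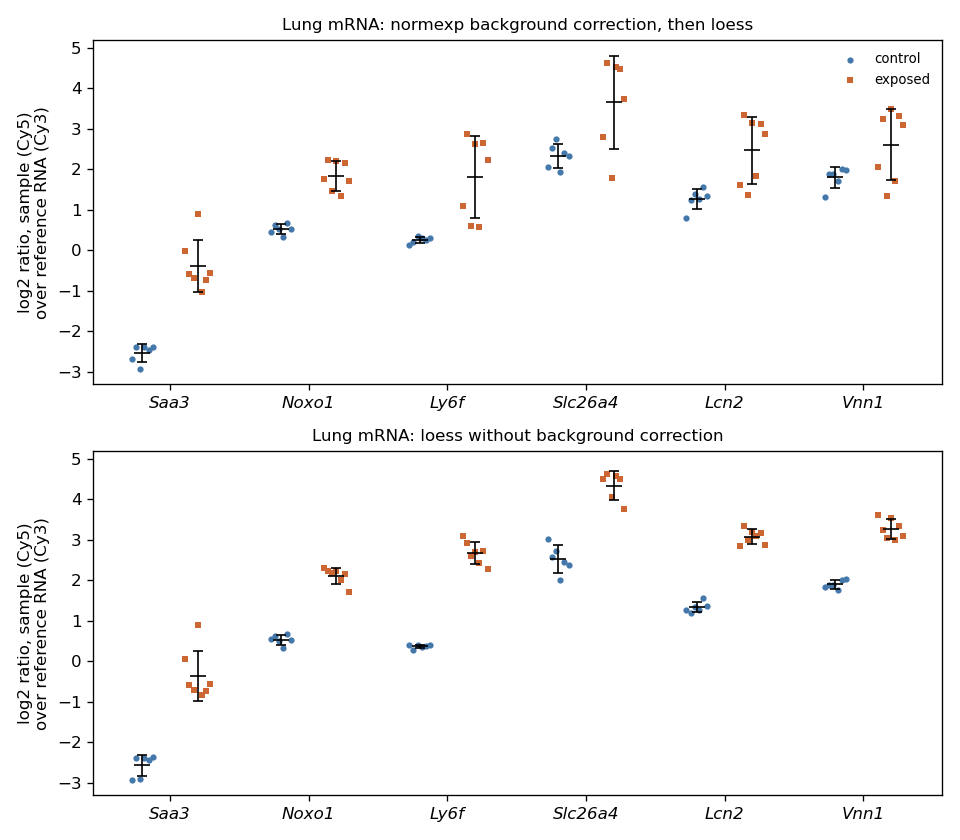
Log2 ratio of lung RNA over reference RNA (vertical axis) for 6 genes in exposed and control mice, with background correction and without it in separate panels; each point is 1 mouse, and lines with bars give the mean and SD of each group. With background correction the exposed mice had SDs of 1.01 for Ly6f and 0.83 for Lcn2, and without it 0.28 and 0.18.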

The genes with increased mRNA levels included the following: *serum amyloid A-3* (*Saa3*, 4.7-fold), *chemokine (C-X-C motif) ligand 5* (*cxcl5*, 4.4-fold), *lymphocyte antigen 6 complex, locus F* (*Ly6f*, 4.3-fold), *solute carrier family 26,member 4* (*Slc26a4*, 3.4-fold), *lipocalin 2* (*Lcn2*, 3.3-fold), and *NADPH oxidase organizer 1* (*Noxo1*, 3.0-fold). 

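Copine 5 (Cpne5) was the gene with the only probe called lower in exposed lungs. Its log2 ratio was 0.44 ± 0.31 (SD, n = 7) in exposed and 1.63 ± 0.20 (SD, n = 6) in control mice, a difference of -1.19 (standard error 0.14, adjusted p = 0.0077 from limma), or 2.28-fold lower. Every exposed mouse lay below the mean of the control mice, and the call held with each array left out in turn. It was lost with median centering and with slide as a fixed block. The gene's other 2 probes gave differences of -0.35 and -0.04 and were not called. Without background correction the first of them was called as well, at -0.42 (adjusted p = 0.00087).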

Among the genes with decreased mRNA levels, the largest decrease was observed for calcium-dependent phospholipid-binding protein, *Copine5* (*Cpne5*, 2.1-fold). Real time RT-PCR confirmed the altered mRNA levels of *serum amyloid A 1*(*Saa1*), *Saa3,Noxo1,NADPH oxidase activator 1* (*Noxa1*), *matrix metallopeptidase 12* (*Mmp12*), and *complement component 3* (*C3*) in the exposed mice (Fig. 1A).

**Fig. 1:**
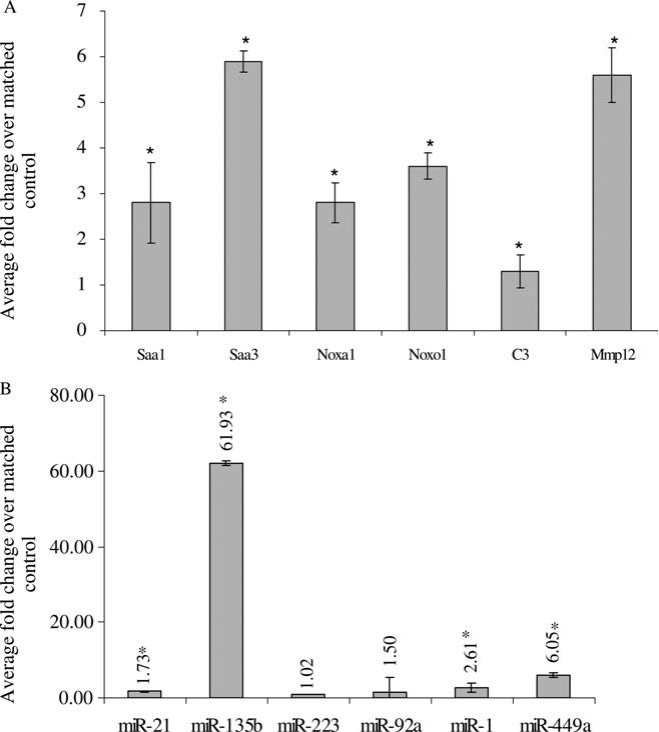
Real time quantitative PCR validation of array results. **A**: Microarray results. Data (*n* = 5 mice/group, ±SEM) are presented as average fold changes over matched controls (air exposed). Gene expression values were normalized to internal reference gene *GAPDH* and *Hprt*. **B**: MicroRNA array results. Data are presented as average fold changes over matched controls (air exposed). (*n* = 5 mice/group, ±SEM). Expression values were normalized to small nuclear RNA RNU1A1. Numbers indicate fold changes. * indicates significant by Students' t-test.

Gene ontology analysis was used to assign genes to functional categories in DAVID [Huang da et al.,^2009^]. KEGG pathways were used to identify specific biological pathways associated with the differentially expressed genes. Pathway enrichment analysis applied two programs using the mgug4121a.db R library (Table I, rank-based test [Alvo et al.,^2010^], and a design-based test). The major pathways that were identified remained the same regardless of the method applied. These included cytokine–cytokine receptor interaction, metabolism, complement and coagulation cascade, hematopoeitic cell lineage, biosynthesis of steroids, and systemic lupus erythematosus.

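The pathway gene lists of Table I were not used here. In their place 17 lists written before the files were read were tested in the lung, of which 3 are pathways and 2 hold genes the paper names. The test was limma's 2-sided camera with a preset correlation of 0.01, with fry beside it and Benjamini-Hochberg adjustment over the 17 lists. The 34 chemokine ligands, the part of cytokine–cytokine receptor interaction that was tested, had 44 probes with a median log2 difference of 0.07 and a mean of 0.20, and 27 probes were higher in exposed mice (adjusted p = 1.3e-05 from camera and 0.0069 from fry). The list of 66 complement and coagulation genes had a median and a mean difference of 0.02 over its probes, 60 of which were higher (adjusted p = 0.013 from camera and 0.54 from fry). Over 7 alternatives its adjusted p ran from 1.7e-10 to 0.54, of which those without background correction or without the marked spots were chosen after the values of the lists were seen. Its mean over the probes differed by 0.02 between the groups with background correction (exact permutation p = 0.78, 4 of 7 exposed mice above every control) and by 0.17 without it (exact permutation p = 0.0035, 7 of 7 exposed mice above every control). The 20 genes of sterol biosynthesis had 41 probes with a median difference of 0.26, of which 39 were higher (adjusted p = 1.9e-21 from camera and 0.0023 from fry). Their mean was 0.25 higher in exposed mice, 6 of which lay above every control mouse (exact permutation p = 0.0023). Of the 13 lists that camera called, the 4 that fry called as well were the chemokine ligands, sterol biosynthesis and the lists of chemokines and acute-phase genes named by the paper. The chemokine ligand list shares the chemokines that the paper chose on these samples. Over other splits of the arrays into groups of the same sizes, camera called a median of 8 lists. Its small p-values therefore carry little weight on their own. Hematopoietic cell lineage, metabolism and systemic lupus erythematosus were not analysed here.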

### Induction of Acute Phase Response Reactants

NanoTiO_2_ exposure altered the expression of several acute phase response genes (Table II) including *Saa1* and *3*. 

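Of 20 genes taken from Table II and the text on acute phase proteins, 16 were higher and 4 lower in exposed lungs. At an adjusted p under 0.05 over all probes 1 of them differed, and 7 when adjusted over the list alone. Without background correction 18 were higher, 3 differed over all probes and 9 adjusted over the list alone. The paper chose these genes on the same samples, so that the adjustment over the list alone is not independent evidence. The gene that differed was Saa3. Serum amyloid A-1 (Saa1) had log2 ratios of 0.22 ± 0.49 (SD, n = 7) in exposed and -0.91 ± 0.17 (SD, n = 6) in control mice, a 2.19-fold difference with every exposed mouse above every control mouse. Its adjusted p from limma was 0.15, and 0.020 without background correction, within a range over 11 alternatives of 0.011 to 1.00. Exposed mouse 20 had the highest Saa1 value, 1.27. A second probe of Saa1 differed by 0.23 and was not called.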

Previous work has demonstrated that acute phase response genes including *Saa* are induced in response to air pollution and inhaled particulates [Pope et al.,^2004^; Ruckerl et al.,^2006^]. Protein analysis was conducted to elucidate the role of *Saa* genes in nanoTiO_2_-induced lung response. ELISA analysis of total lung tissue homogenates could not detect Saa2 in either treatment group (data not shown). A very modest decrease (0.86-fold) in total Saa1 protein was observed in the lung tissues of exposed mice (Additional File 1; File 1: Supporting Information Fig. S2A), in contrast to the gene expression results (Table II, 2.2-fold upregulated). This observation may have been due to outlying values from two control mice (expressing high amounts of Saa1 as indicated by the large error bars, Additional File 1; File 1: Supporting Information Fig. S2A.). Alternatively, *Saa1* may be targeted post-transcriptionally by a miRNA that is also induced in response to nanoTiO_2_. Western blot analysis (no ELISA assay available) revealed a 2.2-fold increase in total Saa3 protein in the nanoTiO_2_-treated group relative to matched controls (Additional File 1; File 1: Supporting Information Fig. S2B).

**Table II:** List of all Acute Phase Response Genes Showing Fold Changes Higher Than 1.2 in exposed mice

Acute phase reactants	*P* value	Fold change^a^
**Serum amyloid A1**	**0.00**	**2.24**
**Serum amyloid A3**	**0.00**	**4.71**
**Complement protein C3**	**0.00**	**1.37**
**Complement component 1, s (C1s)**	**0.00**	**1.28**
**Complement component 3a receptor 1 (C3ar1)**	**0.00**	**1.15**
**Complement component 1, q beta polypeptide (C1qb)**	**0.00**	**1.30**
**Complement component 1, r subcomponent (C1r)**	**0.00**	**1.31**
**Complement component C1RB (C1rb)**	**0.00**	**1.21**
Fibrinogen	0.01	2.05
Coagulation factor II (F2)	0.01	1.72
Mannose binding protein	0.02	1.70
Albumin	0.01	1.79
apoA1	0.01	1.51
apoAII	0.03	1.61
alpha2-HS glycoprotein	0.00	1.85
S100A8 (calgranulin A)	0.01	−1.85
Serpina3n	0.00	1.37

Gene names in bold indicate FDR adjusted *P* value > 0.05.

a Average fold change compared with matched controls.

### Induction of Inflammatory Cytokines and Receptors

NanoTiO_2_ exposure resulted in increased mRNA levels of genes associated with cytokine–cytokine receptor signaling and chemokine signaling pathways. These include chemokine (C-X-C motif and C-C motif) ligands (*cxcl5, cxcl1 and cxcl12, ccl7, ccl9, ccl2, ccl17, ccl12, and ccl19*). 

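Of the 9 chemokine ligands named by the paper, 8 were higher and 1 lower in exposed lungs. At an adjusted p under 0.05 over all probes 3 differed, and 6 adjusted over the list alone, which the paper chose on the same samples. Without background correction all 9 were higher, 6 differed over all probes and 9 adjusted over the list alone. Ccl2 had log2 ratios of -2.54 ± 0.23 (SD, n = 7) in exposed and -3.46 ± 0.09 (SD, n = 6) in control mice, a 1.89-fold difference (adjusted p = 0.0062 from limma). Ccl9 had 0.51 ± 0.27 and -0.36 ± 0.12, a 1.83-fold difference (adjusted p = 0.014). Ccl7 had -1.51 ± 0.41 and -2.83 ± 0.32, a 2.50-fold difference (adjusted p = 0.042), and its second probe differed by 1.31 (adjusted p = 0.050, just above the threshold). Without background correction Ccl2 was 1.85-fold (adjusted p = 0.00052), Ccl9 1.98-fold (adjusted p = 0.00013) and Ccl7 2.03-fold higher (adjusted p = 0.00013). For these 3 genes every exposed mouse lay above every control mouse. Ccl2 kept its call with each array left out, while Ccl9 lost it in 4 and Ccl7 in 10 of the 13 cases. Ccl7 and Ccl9 lost their calls with slide as a fixed block, where Ccl2 kept its call (adjusted p = 0.035), and all 3 lost them with median centering. Control mouse 24 had the highest Ccl7 value of the control mice, -2.19.

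Cxcl1 was 2.63-fold higher (adjusted p = 0.54), and 1.81-fold without background correction (adjusted p = 0.0073, range 0.00029 to 1.00 over 11 alternatives). Ccl17 and Ccl12 were 1.39-fold and 1.29-fold higher and were not called, and without background correction they were 1.86-fold (adjusted p = 0.034, range 0.021 to 1.00) and 1.60-fold higher (adjusted p = 0.0086, range 0.0036 to 1.00). Cxcl12 was 1.13-fold higher and not called in any of the settings. Its second probe had a larger log2 difference of 0.63 and was not called either (adjusted p = 0.54). The direction of Ccl19 depended on the background correction, at a log2 difference of -0.24 with it and 0.35 without it, both uncalled. Its second probe was at -0.19 and uncalled with it, and was called without it, at 0.48 (adjusted p = 0.025). Also, control mouse 24 had the lowest Ccl19 value of the control mice, 2.93.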

We confirmed the altered mRNA levels of these genes using pathway-specific PCR arrays (mouse inflammatory cytokines and receptors; SABiosciences™) containing 70 different cytokines and chemokines. Six individual samples from the control and treatment groups were analyzed. Twenty one genes were statistically significantly differentially expressed (1.5-fold) by t-tests (data not shown) and 14 genes by the REST method [Pfaffl et al.,^2002^] (Table III and Additional File 1; File 1: Supporting Information Table S2). The analysis showed significant increase in levels of *cxcl-5* (30.0-fold), *cxcl1* (7.0-fold), *ccl2* (4.2-fold), *ccl22* (3.4-fold), *ccl7* (3.8-fold), *ccr4* (2.1-fold), and cytokine *tumor necrosis factor* (*TNF*, 1.8-fold) in lung tissues of mice treated with nanoTiO_2_. Expression of *interleukin-6,interleukin 1 beta*, and *IFN gamma* did not change. Overall, 14 transcripts that were significantly differentially expressed with FC > 1.5 as measured by the microarray were validated using the PCR arrays. Eleven of them are in agreement with the results of the microarray.

**Table III:** Results of Pathway-Specific PCR Array (Mouse Inflammatory Cytokines and Receptors)

Gene name	*P* value	Fold change^a^
Chemokine (C-X-C motif) ligand 1 (Cxcl1)	0.000	7.00
Chemokine (C-C motif) ligand 2 (Ccl2)	0.000	4.20
Chemokine (C motif) receptor 1 (Xcr1)	0.000	1.80
Chemokine (C-X-C motif) ligand 5 (Cxcl5)	0.010	30.00
Secreted phosphoprotein 1 (Spp1)	0.010	2.00
Chemokine (C-C motif) ligand 6 (Ccl6)	0.021	1.90
Complement component 3 (C3)	0.021	1.70
Chemokine (C-C motif) ligand 22 (ccl22)	0.021	3.40
Chemokine (C-C motif) receptor 4 (Ccr4)	0.021	2.20
Chemokine (C-C motif) ligand 3 (ccl3)	0.024	2.20
Chemokine (C-C motif) ligand 12 (Ccl12)	0.026	2.00
Chemokine (C-C motif) ligand 9 (Ccl9)	0.028	1.70
Tumor necrosis factor (Tnf)	0.041	1.80
Chemokine (C-C motif) ligand 7 (Ccl7)	0.048	4.00

a Average fold change compared with matched controls.

### Hepatic Gene Expression

We analyzed liver mRNA from the same mice and found differential expression of 11 genes (FDR *P*-value <0.05); however, these expression changes were modest; the largest change was a 1.6-fold downregulation of “*similar to hepatocellular carcinoma-associated gene TD26*.” 

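Liver RNA was measured on the same type of 2-color array in 7 exposed and 8 control mice, with the Cy5 and Cy3 channels used as in the lung. The arrays lay on 4 slides, each of which held both groups, again with exposed samples at positions 1 and 2. Between 56.6% and 70.0% of the spots were well above background in Cy5 on the exposed arrays (median 63.6%) and between 55.1% and 70.5% on the control arrays (median 61.3%). The authors deposited spot intensities from another version of the scanner software, and these were corrected, normalized and tested like the lung arrays, with the liver's own estimate of the spread. The background model was pulled on the arrays of 3 control mice, with a fitted mean of -972 for control mouse 24, -696 for control mouse 26 and -68.7 for control mouse 27, against -16.7 to -6.94 on the other 12 arrays. No probe of 41174 differed at an adjusted p under 0.05 with limma (0, lowest adjusted p 0.15), and 3596 probes had an unadjusted p under 0.05. With slide as a fixed block 1 probe differed, and with a permutation p from residual shuffling 0. Without background correction 0 probes differed and 1452 had an unadjusted p under 0.05.

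The gene similar to hepatocellular carcinoma-associated gene TD26, which the array lists as LOC624219, had log2 ratios of 3.59 ± 0.17 (SD, n = 7) in exposed and 3.38 ± 0.77 (SD, n = 8) in control mice, 1.16-fold higher in exposed mice and higher than the control mean in 6 of 7 (adjusted p = 0.75 from limma). Without background correction the ratios were 3.68 ± 0.15 and 3.86 ± 0.11, a difference of -0.19, or lower in exposed mice. Its unadjusted p from limma was then 0.012 and its exact permutation p 0.019. Its adjusted p was 1.00, within a range of 0.64 to 1.00 over 11 alternatives. The difference was within the spread of the control mice with background correction, and its direction depended on that correction.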

The other 10 genes had fold changes below 1.2. The DNA microarray data are available through the NCBI (http://www.ncbi.nlm.nih.gov/geo/), GSE 19487. Overall ranking of all genes according to fold change demonstrated that gene expression was relatively unchanged in the livers.

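Over the 41174 liver probes, ranked by the size of the fitted difference whatever its p, 752 were over 1.5-fold higher and 279 over 1.5-fold lower in exposed mice, and 99% of the probes had a log2 difference under 0.75 in size. The largest difference was 2.53-fold, for Dct. In the lung 160 of 41172 probes were over 1.5-fold higher and 476 over 1.5-fold lower. These counts depended on the background correction. Without it 5 liver probes were over 1.5-fold higher and 3 over 1.5-fold lower, against 125 and 9 in the lung, and 99% of the probes lay under 0.21 in the liver and under 0.36 in the lung. The largest liver difference was then 2.01-fold. From its ranking by fold change, the paper concludes that gene expression in the liver was relatively unchanged.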

### Global MiRNA Expression Changes

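MicroRNA was measured in lung RNA of 7 exposed and 6 control mice on 1-color arrays, and the paper gives 8 samples per group, of which it eliminated 6 arrays. The paper does not identify these arrays, and all 13 mapped arrays are reported here. The arrays lay on 3 slides with 5, 4 and 4 arrays, each with both groups. Each array held 11540 spots other than controls, for 566 mouse miRNAs and 10 viral miRNAs. The authors deposited the scanner software's spot intensities without normalization. Following the methods, the median spot signals were used without background subtraction and quantile normalized, and a miRNA was called present where its signal lay over the trimmed mean plus 3 trimmed SDs of the negative control spots, with a share of 0.05 trimmed at each end. Technical replicates were combined by their median. Between 192 and 273 mouse miRNAs were present on the exposed arrays (median 201) and between 184 and 225 on the control arrays (median 210). The 220 mouse miRNAs present on at least 50% of the arrays of either group were compared on the log2 scale with limma in place of the F test of the methods, with Benjamini-Hochberg adjustment. The groups were taken from the titles and exposure labels. Control mice 12, 20 and 23 of these arrays have numbers that the mRNA labels give to exposed mice, and the array of control mouse 23 is labeled Cy5 where the others are labeled Cy3, so that a wrong label is not excluded for them.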

Agilent arrays containing 567 mouse probes were used to examine changes in miRNA following exposure to nanoTiO_2_. The data are available through the NCBI (http://www.ncbi.nlm.nih.gov/geo/), GSE 19487. Fifty-five miRNAs were significantly altered by nanoTiO_2_ exposure following FDR-adjustment (Table IV). 

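At an adjusted p under 0.05, 4 of the 220 miRNAs differed between exposed and control lungs, all higher in exposed mice, and 35 had an unadjusted p under 0.05. The slide moved this count most. With slide as a fixed block 26 miRNAs differed, 12 higher and 14 lower, and with slide as a random block 20 (consensus correlation 0.53). With every mouse miRNA tested 2 differed, and leaving out each array in turn gave 2 to 6. At the probe level the count was 6.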

The levels of six miRNAs were increased by more than 1.5-fold; the only downregulated miRNAs were miR-92a (1.3-fold) and miR-223 (1.4-fold)). 

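Over 1.5-fold and at an adjusted p under 0.05, 3 miRNAs were higher in exposed lungs. The first, miR-449a, had a log2 signal of 8.77 ± 0.46 (SD, n = 7) in exposed and 7.28 ± 0.17 (SD, n = 6) in control mice, a 2.81-fold difference (adjusted p = 0.00030 from limma), which was 1.24, 2.07 and 1.21 on the log2 scale on the 3 slides. The second, miR-135b, had 6.58 ± 0.33 and 5.68 ± 0.04 (adjusted p = 0.00065). It was present on all 7 exposed arrays and on 0 of 6 control arrays, so that its level in exposed lungs was at least 1.67-fold higher, from the exposed mean against, on each control array, the higher of the lowest signal called present and its own signal. Both miRNAs were above every control mouse in 7 of 7 exposed mice and kept their call with each array left out in turn. The third, miR-21, had 13.01 ± 0.26 and 12.42 ± 0.25, a 1.50-fold difference (adjusted p = 0.032), with 5 of 7 exposed mice above every control, and its call was lost in 9 of the 13 cases with an array left out. The fourth called miRNA, miR-34b-5p, was 1.35-fold higher (adjusted p = 0.031) in 7 of 7 exposed mice and lost its call in 6 of the 13 cases.

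Differences of similar size but larger spread were not called. The signal of miR-1 was 8.86 ± 0.82 (SD, n = 7) against 7.83 ± 0.77 (SD, n = 6), 2.04-fold higher (adjusted p = 0.23), miR-133b was 1.61-fold (adjusted p = 0.29) and miR-144 1.50-fold higher (adjusted p = 0.15). With slide as a fixed block these 3 were called, at 0.019, 0.048 and 0.032, within ranges over 11 alternatives of 0.019 to 0.45, 0.048 to 0.60 and 0.029 to 0.37. The lower miRNAs miR-92a and miR-223 had log2 differences of -0.29 (adjusted p = 0.14) and -0.43 (adjusted p = 0.23), below the control mean on each of the 3 slides, and with slide as a fixed block they were called at 0.038 and 0.019, within ranges of 0.030 to 0.42 and 0.019 to 0.45. Of the other lower miRNAs in Table IV, miR-342-3p was called with slide as a fixed block (log2 difference -0.31, adjusted p = 0.013, range 0.013 to 0.57), and miR-720 (-0.32, adjusted p = 0.23) was called in no setting.

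**Figure D2:**
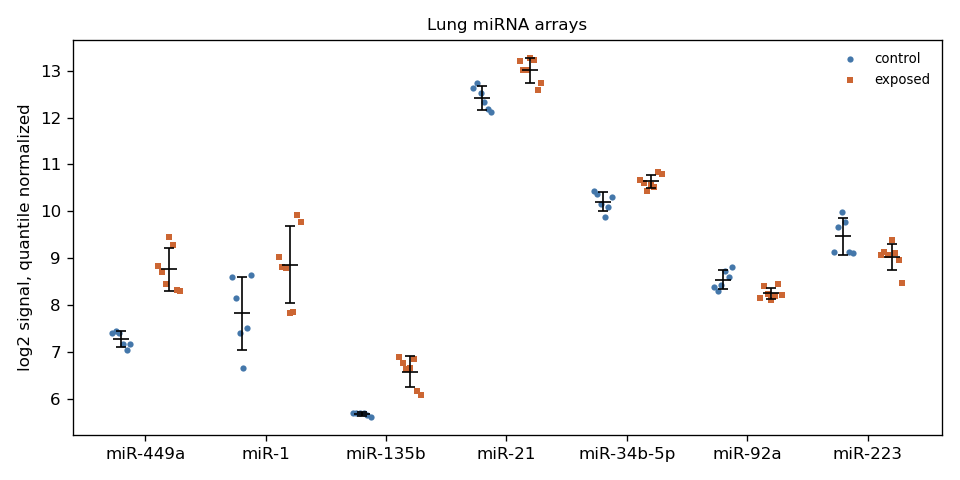
Log2 signal of 7 miRNAs (vertical axis, quantile normalized) in lungs of exposed and control mice; each point is 1 mouse, and lines with bars give the mean and SD of each group. The exposed mice lie above every control mouse for miR-449a, miR-135b and miR-34b-5p, while the groups overlap for miR-1, miR-21, miR-92a and miR-223.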

Real time RT-PCR analysis confirmed the upregulation of miR-449a, miR-1, and miR-135b (Fig. 1B).

**Table IV:** MiRNA Results

Probe	FDR *P* value	Fold change^a^
mmu-miR-449a	0.000	2.81
mmu-miR-1	0.000	1.92
mmu-miR-135b	0.000	1.83
mmu-miR-133b	0.004	1.59
mmu-miR-144	0.008	1.53
mmu-miR-21	0.000	1.52
mmu-miR-133a	0.018	1.39
mmu-miR-34b-5p	0.000	1.33
mmu-miR-193	0.048	1.29
mmu-miR-34c	0.000	1.28
mmu-miR-141	0.001	1.28
mmu-miR-33	0.003	1.26
mmu-miR-342-3p	0.000	−1.25
mmu-miR-92a	0.007	−1.26
mmu-miR-720	0.016	−1.28
mmu-miR-223	0.001	−1.39

a Average fold change compared with matched controls.

## DISCUSSION

Short term or chronic exposure to nanoTiO_2_ particles by inhalation or instillation has revealed that nanoTiO_2_ particles induce a complex pulmonary response that potentially involves alterations in signaling cascades and associated expression of numerous genes and proteins [Lee et al.,^1985^; Bermudez et al.,^2002^; Bermudez et al.,^2004^; Warheit and Frame,^2006^]. Changes in gene expression are presumed to occur in response to exposure and in the early stages of disease development, and thus lead to the downstream biological outcome. MiRNAs are proposed to be one of the mechanisms regulating mRNA and protein levels following toxicant exposure [Hudder and Novak,^2008^; Taylor and Gant,^2008^], and thus are potentially important mediators of toxic outcome. Concurrent analysis of mRNAs and miRNAs is a powerful approach to explore the direct response of the genome to toxicant exposure.

We have recently reported the developmental and neurological effects of surface-coated nanoTiO_2_ particles [Hougaard et al.,^2010^]. Pregnant mice were exposed for 1 hr daily for 11 consecutive days to 42.4 ± 2.9 (SEM) mg/m^3^ suspended nanoTiO_2_ particles via inhalation from gestational day 8–18. The mice that failed to conceive were sacrificed 5 days following the exposure. These mice (nonpregnant adult) exhibited evidence of pulmonary inflammation by analysis of cell counts in BALF. In this study, we characterize the global mRNA and miRNA response in the lungs of the nonpregnant adult mice, to provide insight into the molecular mechanisms contributing to this effect. We also analyze global hepatic mRNA response to the inhaled nanoTiO_2_. We demonstrate alterations in pulmonary mRNA levels in pathways that are consistent with the observed and predicted effects of particle exposure and also in line with the observed phenotype. We also report perturbation of several miRNAs in the lungs of these mice. In contrast, gene expression was relatively unaffected in the livers of the same mice.

### Pulmonary Inflammation

Analysis of different cell counts in BALF revealed an increase in the total number of neutrophils, supporting the presence of pulmonary inflammation, 5 days following nanoTiO_2_ exposure in mature female mice from this study [Hougaard et al.,^2010^]. Long-term pulmonary inflammation following inhalation of nanoTiO_2_ has previously been documented in both mouse and rat models [Bermudez et al.,^2004^; Ma-Hock et al.,^2009^; van Ravenzwaay et al.,^2009^]. For example, studies have demonstrated increased infiltration of neutrophils 2 weeks following inhalation of 100 mg/m^3^ mixed anatase and rutile nanoTiO_2_ for 6 hrs/day for 5 days [Ma-Hock et al.,^2009^; van Ravenzwaay et al.,^2009^]. Similarly, mice exposed to 10 mg/m^3^ nanoTiO_2_ for 6 hrs/day, 5 days/week for 13 weeks showed persistent increases in the number of neutrophils following a 52 day recovery period [Bermudez et al.,^2004^]. These studies, along with the data presented here, suggest that nanoTiO_2_-induced pulmonary inflammation is characterized by neutrophil infiltration.

This study also supports previous work demonstrating that surface-treated nanoTiO_2_ particles are inflammogenic. For example, intratracheal instillation of surface-treated (alumina or alumina and amorphous silica) nanoTiO_2_ caused pulmonary inflammation in rats [Warheit et al.,^2005^]. High doses of silanized hydrophobic ultrafine TiO_2_ instilled into rats resulted in increased lung toxicity [Pott et al.,^1998^]. Mild inflammatory changes were noted in rats instilled with low doses of silanized nanoTiO_2_ [Rehn et al.,^2003^]. Similar inflammogenic responses were observed in several other studies using ultrafine nonsurface-modifed nanoTiO_2_ both *in vitro* and *in vivo* [Baggs et al.,^1997^; Drumm et al.,^1999^; Bermudez et al.,^2002^; Bermudez et al.,^2004^; Renwick et al.,^2004^; de Haar et al.,^2006^]. The extent of inflammation observed in this study is in line with the overall calculated mass of nanoTiO_2_ deposited in the pulmonary region (72.5 μg with a surface area of 77.6 cm^2^). Differential cell count analysis of BALF revealed that 43% of the cells were neutrophils [Hougaard et al.,^2010^]. This finding is in close agreement with a previous experiment where mice exposed by instillation to nanoTiO_2_ with a surface area of 50 cm^2^ exhibited 45% neutrophils in BALF [Oberdorster et al.,2005b]. A linear correlation between the total number of neutrophils in BALF and particle surface area was noted in mice exposed for 24 hrs to five different types of nanoparticles, including the nanoTiO_2_ studied in this study (Saber et al., personal communication). Similar relationships between surface area and total number of neutrophils has also been reported by Tran et al. [Tran et al.,^2000^]. Taken together, these studies demonstrate that nanoTiO_2_ exposure promotes proinflammatory activities across a wide range of doses, necessitating an understanding of the molecular pathways involved in this response.

### mRNA Expression Profiling

Global transcriptional profiling of lung samples from adult female mice exposed to nanoTiO_2_ revealed significant differential expression of several inflammation modulators. Inhalation exposure to 42.4 ± 2.9 (SEM) mg/m^3^ nanoTiO_2_ for 1 hr every day for 11 consecutive days induced significant changes in the mRNA levels of several chemokine genes. These include *ccl2* (*MCP-1 alpha*), *cxcl1* (*keratinocyte cell-derived chemokine, KC*), *cxcl5* (*epithelial cell-derived neutrophil activating peptide ENA78*), *ccl22* (*macrophage-derived chemokine*), *ccl7* (*monocyte chemotactic protein 3, MCP3*), *ccl9/MIP1 gamma*, and *ccl3* (*monocyte inflammatory protein, MIP-1 alpha*). These genes participate in the modulation of chemotaxis, infiltration of neutrophils, and epithelial proliferation. 

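Ccl22 was well above background on 2 of 7 exposed and 0 of 6 control lung arrays, and it was not called under any alternative. Ccl3 had log2 ratios of -2.09 ± 0.28 (SD, n = 7) in exposed and -2.61 ± 0.21 (SD, n = 6) in control mice, a 1.43-fold difference, with 7 of 7 exposed mice above the control mean and 3 above every control mouse (adjusted p = 0.61 from limma). Without background correction it was 1.28-fold higher (adjusted p = 0.22). Over 11 alternatives the adjusted p of Ccl3 ran from 0.038 to 1.00, and it was called in 1 of them.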

Because it is difficult to interpret the biological relevance of small fold changes of individual genes, we emphasize changes in pathways and groups of genes (i.e., pathways, and Gene Ontology molecular functions and biological processes) in our discussion below. When many genes that interact together to carry out a biological function are perturbed, this is more likely to be biologically relevant than an individual gene within that family. Thus, the gene expression changes we observed collectively provide molecular insight into the findings on inflammation described earlier.

Neutrophil sequesteration is a critical event during pulmonary inflammation and involves multiple steps including the following: Increased production of chemokines and cell adhesion molecules, and enhanced interactions between cells. Cxcl1, macrophage inflammatory protein −2 (MIP2), and cxcl5 are the major chemokines for neutrophil recruitment and accumulation in mouse lungs. Cxcl1 and MIP2 are produced predominantly by the infiltrating myeloid cells (macrophages and neutrophils) and increases in their levels in response to a stimulant are rapid and transient. In contrast, cxcl5 is produced by resident cells, such as alveolar epithelial type II cells. Elevated levels of cxcl5 persist for days during lung inflammation. Preferential and persistent induction of cxcl5 in resident cells may be important in establishing cellular communication between myeloid cells and resident cells, which is required for initiation, maintenance and resolution of an inflammatory process [Jeyaseelan et al.,^2005^]. We observed high levels of *cxcl5* 5 days following the last exposure in this study. This finding indicates epithelial cell activation and may suggest continued lung injury and persistent pulmonary inflammation.

Increased expression of ccl3, cxcl5, and cxcl1 has been shown following nanoTiO_2_ exposure in several *in vivo* mouse models; these findings were associated with the development of pulmonary inflammation, granulomas, emphysema, and pulmonary host defense [Driscoll et al.,^1993^; Park et al.,^2010^; Rossi et al.,^2010^]. Disregulation of inflammatory pathways following inhalation of nanoTiO_2_ has also been shown by Chen et al. using a DNA microarray approach [Chen et al.,^2006^]. These authors used small (∼6,000 clones) “home-made” cDNA microarrays to show that a single intratracheal instillation of 0.1 mg nanoTiO_2_ (rutile, uncoated pure particles of 19–21 nm in size) caused severe pulmonary inflammation with alterations in genes involved in several pathways that overlap with this work (chemokines and coagulation complement cascade). Chemotaxis and immune response pathways, and Th1 and 2 type cytokines were also differentially regulated in the BALF of mice treated with a single intratracheal dose of 20 mg/kg nanoTiO_2_ (P25, primary particle size 20 nm) 14 days after the last exposure [Park et al.,^2009^]. In many of the aforementioned studies, comparatively high doses of particles were directly deposited into the lungs of the animals by intratracheal instillation. In this study, mice were exposed using a biologically relevant exposure route to a relatively low dose of nanoTiO_2_ (mimicking the occupational scenario in terms of the total mass administered) and similar changes in gene expression profiles were noted despite differences in doses and time points. In contrast to our data and the studies described earlier, Rehn et al. [2003] reported no signs of inflammation in rats exposed to a range of occupationally relevant low doses of surface-treated nanoTiO_2_. Discrepancies between studies may be due to the targeted analysis of specific markers of inflammation and endpoints (e.g., total protein and BAL cells) applied by Rehn et al. [2003] compared with analysis of the entire transcriptome. Many nanotoxicological studies obtain data from a single endpoint representative of a particular mechanism of action, focusing on specific sets of genes or even a single pathway. The drawback of this approach is that the mechanism of action must be known beforehand; moreover, the expected phenotype or the physiological change may not be apparent in the very low dose range. Global gene expression profiles provide a snapshot of multiple cellular processes operating in a single experiment without prior knowledge of the mechanism of action. It is particularly suitable to identifying early molecular changes predictive of eventual pathological outcome. Thus, we demonstrate that global gene expression signatures support the observed phenotypes for exposure to nanoTiO_2_ that response can be measured in the low-dose range, and the results obtained can be used to provide insight into the molecular mechanisms operating in response.

Pulmonary response to nanoTiO_2_ also causes increase in levels of genes in the acute phase response pathway (Table II) including *Saa1, Saa3, C3*, complement components *1s* (*C1s*), *3ar1* (*C3ar1*), *1qb* (*C1qb*), *1r* (*C1r*), and *1rb* (*C1rb*). Moreover, several other acute phase proteins exhibited fold changes >1.5-fold with unadjusted *P*-values < 0.05. These include *C- reactive protein,fibrinogen,coagulation factor II,mannose binding protein,albumin,apoAI,apoAII*, and *a2-hs-glycoprotein* (regulator of SAA) (Table II). 

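Complement component 3 (C3) had log2 ratios of 2.92 ± 0.16 (SD, n = 7) in exposed and 2.41 ± 0.26 (SD, n = 6) in control lungs, a 1.43-fold difference with 6 of 7 exposed mice above every control mouse (adjusted p = 0.50 from limma). Without background correction C3 was 1.46-fold higher (adjusted p = 0.011, range 0.0078 to 1.00 over 11 alternatives). Its second probe differed by -0.14 and was not called. C1s, C1r and C3ar1 were 1.22-fold, 1.24-fold and 1.15-fold higher, each with 7 of 7 exposed mice above the control mean and with adjusted p of 0.55, 0.61 and 0.60. C1s was called under none of 11 alternatives, C3ar1 under 1, with the scanner software's processed signals (adjusted p = 0.042), and this probe of C1r under 1, the alternative added after the counts were seen (adjusted p = 0.047). The other probe of C1r was 1.22-fold higher and called without background correction (adjusted p = 0.039). C1qb had log2 ratios of 2.14 ± 1.03 (SD, n = 7) in exposed and 2.35 ± 0.44 (SD, n = 6) in control mice, a difference of -0.21 (adjusted p = 0.87) that turned to 0.40 without background correction (adjusted p = 0.31, range 0.31 to 1.00). Control mouse 24 had the lowest C1qb value of the control mice, 1.50. The array lists no gene under the name C1rb.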

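None of the liver-made acute phase genes was called in the lung. Coagulation factor II (F2) had log2 ratios of 0.57 ± 0.69 (SD, n = 7) in exposed and -0.04 ± 0.18 (SD, n = 6) in control mice, a 1.53-fold difference with an unadjusted p of 0.043 and an adjusted p of 0.61 from limma. Albumin (Alb1) was 1.41-fold higher in exposed mice, apolipoprotein A-I (Apoa1) 1.20-fold, A-II (Apoa2) 1.39-fold and alpha-2-HS-glycoprotein (Ahsg) 1.34-fold, with unadjusted p between 0.10 and 0.42. The Apoa1 probe was well above background on 5 of 7 exposed and 2 of 6 control arrays and the Apoa2 probe on 7 and 4, so that these folds are imprecise. The exposed mice spread more than the controls, with SDs of 1.39 against 0.74 for Alb1 and 1.27 against 0.50 for Ahsg, and 3 or 4 of 7 exposed mice lay above every control mouse for these genes. Without background correction the folds were 1.78 for F2, 1.84 for Alb1, 1.43 for Apoa1, 1.69 for Apoa2 and 1.87 for Ahsg, with unadjusted p from 0.019 to 0.082, and no gene among them was called under any of 11 alternatives. C-reactive protein (Crp) was not well above background on any array of either group, and no fold is given. The 3 fibrinogen chains Fga, Fgb and Fgg and the mannose binding genes Mbl1 and Mbl2 were not called under any alternative either, with Fgb 1.67-fold and Mbl2 1.40-fold higher (well above background on 6 of 7 exposed and 4 of 6 control arrays for Mbl2), and Mbl1 changing sign with the background correction.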

The complement cascade includes 30 proteins (some of which are enzymes), cofactors, inhibitors, and membrane-associated proteins. These molecules act in host defense by promoting phagocytosis and inflammation, which can activate the complement cascade resulting in chemotaxis and pulmonary inflammation. Acute-phase proteins have been used as biochemical markers of disease for numerous inflammatory processes. Induction of acute phase response has previously been observed in rodents following particle exposure. *Saa* is a generic name for a family of apolipoproteins [Meek and Benditt,^1986^] synthesized in response to activated monocyte/macrophage-released cytokines such as IL-1 and IL-6 [Ganapathi et al.,^1988^; Jiang et al.,^1995^; Jensen and Whitehead,^1998^]. Although the liver is the major site of synthesis of *Saa* [Morrow et al.,^1981^; Lowell et al.,^1986^], extrahepatic tissues including lung, spleen, adrenal gland, and others have been shown to express varying levels of individual members of *Saa* genes in response to different inflammatory stimuli [Meek and Benditt,^1986^]. In this study, *Saa* genes (*1* and *3*) were strongly induced in the lungs of mice exposed to nanoTiO_2_. The increase in *Saa3* mRNA levels was much greater (5.9-fold) than *Saa1* (2.8-fold). Corresponding protein levels of Saa3 were also changed in lung tissue homogenates of the treated group (Supporting Information Fig. S2B) but no change was observed for Saa1. Previous work has demonstrated that *Saa* genes are induced in mouse lung in response to dust and lipopolysaccharide (LPS) [Meek and Benditt,^1986^; Andre et al.,^2006^; Park et al.,^2010^]. In keeping with this study, while injection of LPS resulted in increased mRNA levels of all three *Saa* genes in liver, *Saa3* was predominantly expressed in lungs. Similarly, the largest increase in *Saa3* mRNA levels was noted in mouse lungs after ultrafine particle exposure [Andre et al.,^2006^].

Select upregulation of Saa3 and associated proteins, together with increased gene expression of a suite of cytokines, chemokines, and metalloproteases in our model suggests a critical role for Saa3 in nanoTiO_2_-induced pulmonary inflammation/immune response. In premetastatic lungs, Saa3 induction by chemoattractants such as S100A8 plays a role in myeloid cell accumulation and acts as a positive feedback regulator for chemoattractant secretion [Hiratsuka et al.,^2008^]. 

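S100a8 had log2 ratios of 1.06 ± 0.89 (SD, n = 7) in exposed and 2.40 ± 0.98 (SD, n = 6) in control lungs, a difference of -1.34 (standard error 0.48), or 2.53-fold lower, with 1 of 7 exposed mice above the control mean. Its unadjusted p was 0.016, its exact permutation p 0.032 and its adjusted p 0.61 from limma. Without background correction it was 1.83-fold lower, with an unadjusted p of 0.061 and an exact permutation p of 0.096. Over 11 alternatives its adjusted p ran from 0.50 to 1.00. The spread between mice of each group was close to the size of the difference.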

In this study, *S100A8* mRNA levels were decreased compared with the controls (−1.9-fold; unadjusted *P*-value < 0.05) in the treatment group suggesting the involvement of a different regulatory mechanism for Saa3. 

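In lung, Tnf had log2 ratios of -0.31 ± 0.24 (SD, n = 7) in exposed and -0.66 ± 0.13 (SD, n = 6) in control mice, a 1.27-fold difference with 7 of 7 exposed mice above the control mean (unadjusted p = 0.0049, adjusted p = 0.61 from limma). Without background correction it was 1.19-fold higher (adjusted p = 0.36), and over 11 alternatives its adjusted p ran from 0.34 to 1.00. Interleukin 6 (Il6) was well above background on 5 of 7 exposed and 0 of 6 control arrays. Interleukin 1 beta (Il1b) had a difference of -0.78, with 1 of 7 exposed mice above the control mean (adjusted p = 0.61), and -0.30 without background correction. Neither was called under any alternative, with lowest adjusted p of 0.057 for Il6 and 0.50 for Il1b.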

Although the cytokines IL-1, IL-6, and TNF play a role in the expression of *Saa* genes, only *TNF* was marginally upregulated in our model. We also observed a marginal increase in TNF protein in BAL cells as well in lung tissue homogenates by protein arrays (data not shown), suggesting a possible role for TNF in *Saa3* expression in response to nanoTiO_2_.

Several chemokines (*cxcl5, cxcl1*, and *ccl3*) and components of the acute phase pathway (*Saa3, c3*) measured in this study are rapidly induced in response to acute injury or stress. However, the increase in their expression levels is transient and falls rapidly once the stimulus is removed or the injury is repaired. Thus, high and persisting levels of these acute stressors 5 days after the last exposure may reflect the magnitude of the injury and indicate initiation of secondary pathological conditions.

In addition to confirming the response of these pathways, we also found a dramatic increase in *polymeric Ig receptor* (*PIgr*, 2.0-fold), *solute carrier family 26, member 4* (*Slc26a4*, 3.4-fold), and *lipocalin 2* (*Lcn2*, 3.3-fold). These genes are involved in mucosal immune defense. 

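The polymeric Ig receptor (Pigr) had log2 ratios of 2.31 ± 1.24 (SD, n = 7) in exposed and 1.95 ± 0.39 (SD, n = 6) in control lungs, a 1.28-fold difference with 4 of 7 exposed mice above every control mouse (adjusted p = 0.79 from limma). Without background correction the ratios were 3.30 ± 0.24 and 2.22 ± 0.41, a 2.11-fold difference with 7 of 7 exposed mice above every control mouse (adjusted p = 0.012, range 0.0080 to 1.00 over 11 alternatives). With the scanner software's processed signals the difference was -0.38 and was not called (adjusted p = 0.74).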

*NADPH oxidase organizer 1* (*Noxo1*), a gene associated with antimicrobial defense [Flo et al.,^2004^; Schneeman et al.,^2005^; Nakao et al.,^2008^], was also upregulated by 3-fold. We also found upregulation of the proinflammatory genes *Vanin-1* and *3* (*Vnn-1,−3*, 2.6- and 1.9-fold, respectively) in nanoTiO_2_-exposed lungs [Nitto et al.,^2008^]. Thus, our results confirm strong activation of pulmonary immune and inflammation in response to nanoTiO_2_ inhalation.

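Vnn1 had log2 ratios of 2.61 ± 0.88 (SD, n = 7) in exposed and 1.80 ± 0.26 (SD, n = 6) in control lungs, a 1.75-fold difference, and Vnn3 had 1.59 ± 1.03 and 1.30 ± 0.43, a 1.22-fold difference. Their adjusted p from limma were 0.61 and 0.80, and 5 and 4 of 7 exposed mice lay above every control mouse. Without background correction Vnn1 was 2.58-fold higher (adjusted p = 1.3e-05, range 6.0e-06 to 1.00 over 11 alternatives) and Vnn3 1.93-fold higher (adjusted p = 0.00079, range 0.00057 to 1.00), with 7 of 7 exposed mice above every control mouse for both genes. The paper concludes that immune and inflammatory responses were strongly activated in the lung. Besides these genes and those of mucosal defense, its results include chemokine and acute phase genes. Several of those it also measured by RT-PCR or PCR arrays.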

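Whether the effect of exposure differed between lung and liver was tested over the 28 mRNA arrays of both tissues with limma, as the difference of the 2 exposure effects. At an adjusted p under 0.05 it differed for 5 probes. Noxo1 was higher by 1.31 on the log2 scale in exposed lungs and by -0.13 in exposed livers, a difference of 1.45 (adjusted p = 0.00024). The differences were 0.97 for Ccl2 (adjusted p = 0.00062), 2.21 for Saa3 (adjusted p = 0.0071), 1.11 for Trem2 (adjusted p = 0.031) and 0.33 for D18Bwg0362e (adjusted p = 0.013). For Cxcl5 it was 3.00, with an adjusted p of 0.18. Without background correction 50 probes differed, and with median centering 0.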

Despite significant upregulation of several genes associated with acute phase, inflammation and immune response in lung, the hepatic transcriptome of these mice was unaffected. These findings agree with our previous report showing few changes in hepatic transcription in mice exposed by inhalation to doses of carbon black and diesel exhaust that caused substantial pulmonary inflammation [Saber et al.,^2009^]. The results suggest that systemic effects in liver are secondary to pulmonary inflammation and may not require gene expression.

### NanoTiO_2_ Exposure

Based on the exposure conditions, each animal in this study was exposed to ∼840 μg of nanoTiO_2_ (11 days × 1 hr/day × 40 mg/m^3^ × 0.0018 m^3^ inhaled/hr = 0.840 mg/animal). It is predicted that the majority of nanosized particles deposit in the lung once inhaled. The deposition of particles in the lungs depends on the size of the particles. In this study, the mass of the airborne fraction contained predominantly micrometer-sized particles. On the basis of the deposition model described by Jacobsen et al. [2009], we expected a deposition of 72.5 μg in the pulmonary region, 48 μg in the tracheobronchial region, 356 μg in the gastrointestinal tract, and 267 μg of nanoTiO_2_ in the skull. Hence, with an average lung weight of 274 mg, the estimated deposited pulmonary dose amounts to 265–439 mg/kg nanoTiO_2_ corresponding to 112–159 mg nanotitanium (Ti)/kg in the lung, depending on whether pulmonary or bronchopulmonary regions are considered. Detection in lung tissue using ICPMS revealed 38 mg/kg Ti in the lungs [Hougaard et al.,^2010^], indicating that although significant clearing of the lungs had taken place during the 16 days after the first exposure, considerable amounts of nanoTiO_2_ were still present 5 days postexposure. This corresponds to 24–34% of predicted nanoTiO_2_ deposition in lungs. Our results are in agreement with Rossi et al. [2010], who exposed mice by inhalation to 10 mg/m^3^ of surface-coated nanoTiO_2_ (40 nm) for a total of 32 hrs. They showed ∼60% of the deposited nanoTiO_2_ was cleared over a 4-week period [Rossi et al.,^2010^]. This suggests that the small particle size leads to alveolar deposition with subsequent slow clearing [Oberdorster,^1995^]. Depending on the particle size, some of the inhaled nanoTiO_2_ is also expected to be deposited in the nasal region. Approximately 90% of 1 nm, 20–30% of 5–10 nm, and less than 10% of 20 nm particles deposited in the nasopharyngeal region. A small fraction of the total particle mass deposited in the nasal region has previously been shown to be efficiently translocated to olfactory bulb in brain through axonal transport via olfactory neurons [Oberdorster et al.,^2002^,^2004^]. However, particles deposited in the nasal region of the respiratory system would be quickly cleared either by blowing the nose, sneezing, or by efficient mucociliary transport mechanism. As such, we have not assessed the deposition of particles in the upper respiratory tract and hence their uptake by the central nervous system. Since particles in the nasal region are rapidly cleared, and since we have measured the gene expression changes 5 days after the last exposure, we believe that the contribution of nasally deposited particles to overall outcome in the present model is likely to be minimal.

The dose administered in this study corresponds to the highest occupational exposure limit for dust (in terms of total mass administered, 5 mg/m^3^ during an 8 hr working day) in Denmark. Thus, this study used a relatively low, occupationally relevant exposure regime in combination with robust and conservative statistical analysis of a sufficiently large sample size of animals. However, one could argue that considering the slow clearance of the particles (as observed in this study), along with the dose used, lung overburden has occurred. Although the dose rate was high, the deposited dose is only a fraction of what would result in overload (i.e., slower motility of alveolar macrophages and impaired mucociliary clearance). Moreover, the particles in this study were surface coated with Si, Zr, and Al. It has been shown that surface-coated nanoTiO_2_ are more toxic than benign pure particles of nanoTiO_2_ [Rossi et al.,^2010^]. Although we did not test the possibility that surface coatings (Si, Al, and Zr) themselves contributed to the toxicity, it is documented in the literature that Si, Zr, and Al are less toxic when administered on their own [Rossi et al.,^2010^], suggesting that the slower clearance and retention of smaller size particles in the lung tissue could be the reason behind observed pulmonary response. Here, we confirm that nanoTiO_2_ inhalation results in changes in proinflammatory, immune response and complement cascade-related genes that persist for relatively long periods of time after the final exposure. The observed fold changes for any particular gene in our study were much lower than the other reports, which may be due to the lower doses used, the differences in exposure set up, or the types of particles used. However, a large portion of these changes were validated with quantitative RT-PCR and RT-PCR arrays. Thus, we argue that the pulmonary response observed in our study is likely due to the highly toxic nature of the particles and not lung overburden.

Although the mice in this study were exposed to doses near the occupational exposure limit for dust in Denmark in terms of total mass administered, it might be argued that the dose is high if the hours of exposure are considered (i.e., delivered in 1 hr vs. exposure over an 8 hr work day). Genomic tools have not been extensively used to understand nanoassociated toxicity. Using animals that exhibit an inflammatory response following the exposure, this work was initiated to establish proof of principle that genomic tools can be applied to characterize the effects of nanoparticles at relatively low doses and reveal the molecular perturbations that persist at this time point that contribute to the observed phenotype. However, the observed overall response at the transcriptional level must be investigated in studies incorporating multiple doses, time points, and different types of nanoTiO_2_, to truly dissect the mechanism of acute exposure and distinguish between immediate early effects and persistent effects. Thus, multiple time points and doses were not conducted in this study, but will be the subject of future work.

### MiRNA Expression Profiling

Despite a dramatic increase in *Saa1* gene transcript levels, we did not see a correlated increase in its protein synthesis. Similarly, in contrast to the ∼5-fold transcriptional increase of *Saa3* mRNA, Saa3 protein was increased by only 2-fold. One mechanism that controls translation of proteins involves targeted translational repression by miRNAs. Thus, to address the observed discrepancies between the transcription and protein expression profiles and to explore the potential role of miRNAs in mitigating mRNA and translation in response to particle exposure, we analyzed global changes in pulmonary miRNA expression using DNA microarrays. Total RNA from lung tissues of control and exposed mice was used. The analysis revealed 55 statistically significant changes; 16 were altered by more than 1.2-fold and six had fold changes >1.5 (Table IV). 

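Over 1.2-fold and at an adjusted p under 0.05, 4 miRNAs differed with exposure, and 14 with slide as a fixed block. Of the 16 miRNAs of Table IV, 12 were higher and 4 lower in exposed lungs, between 1.19-fold and 2.81-fold higher, or between 1.22-fold and 1.35-fold lower. Of these 16, 4 were called without a block, 13 with slide as a fixed block and 11 with slide as a random block.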

Because an individual miRNA may target hundreds of mRNAs, a small change in a miRNA may have significant repercussions on transcription and translation. As such, we explored changes both above and below the 1.5-fold threshold.

Some of the miRNAs that are altered in response to nanoTiO_2_ have been implicated in inflammation and immune response. For example, upregulation of miR-21 and downregulation of miR-1 has recently been observed in IL-13 transgenic mice with allergic airway inflammation [Lu et al.,^2009^]. MiR-21 is expressed by inflammatory leukocytes in asthmatic lung [Jin et al.,^2008^], hematopoietic cells [Landgraf et al.,^2007^], and in macrophages and dendritic cells [Lu et al.,^2009^]. MiR-21 is induced in murine macrophages following LPS challenge [Lu et al.,^2009^], all suggesting a critical association for miR-21 in inflammation and immune response. MiR-1 levels increase during myocardial differentiation of mouse embryonic stem cells [Takaya et al.,^2009^]. Farraj et al. [2010] have shown that miR-1 and miR-21 are significantly downregulated in the myocardium of rats exposed to synthetic particulate matter. Other miRNAs affected by nanoTiO_2_ exposure have been linked to a cancer phenotype. For example, differential expression of miR-135b is found in human colon cancer samples [Sarver et al.,^2009^] and miR-449a is associated with antitumor activity in prostate cancer cells [Noonan et al.,^2009^].

Analysis by qRT-PCR confirmed the higher levels of miR-449a (fold six), miR-1 (2.6-fold), and miR-135b (60-fold) in this study (Fig. 1B) but not the suppression of miR-223 and miR-92a. Analysis of curated targets in TarBase (http://diana.cslab.ece.ntua.gr/tarbase/) did not reveal any known targets of miR-449a or miR-135b. As such, we searched for mRNA targets of miR-135b and miR-449a using the target-prediction softwares TargetScan and Pictar. 

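The array lists checkpoint suppressor 1 under its older symbol Ches1. In exposed lungs Ches1 differed by -0.16 on the log2 scale (SDs of 0.16, n = 7, and 0.25, n = 6, adjusted p = 0.62 from limma), and 1 of 7 exposed mice lay above the control mean. Phosphodiesterase 8b (Pde8b) differed by -0.72, from 2.02 ± 0.42 (SD, n = 6) in control to 1.29 ± 0.76 (SD, n = 7) in exposed mice, none of which lay above the control mean (unadjusted p = 0.044, adjusted p = 0.61). Control mouse 24 had the lowest Pde8b value of the control mice, 1.18. Runx2 differed by 0.23 (adjusted p = 0.76), and its direction depended on the background correction, at -0.25 without it (adjusted p = 0.40, range 0.30 to 1.00 over 11 alternatives). Without background correction Ches1 differed by -0.03 and Pde8b by -0.19. None of the 3 was called under any alternative. The other probes of these genes gave differences of -0.45 to -0.36 for Ches1, -0.04 for Pde8b and -0.01 to 0.29 for Runx2.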

Predicted targets for miR-135b (TargetScan or Pictar) that were differentially expressed (downregulated) included the following: *checkpoint suppressor1,runt related transcription factor 2* (*runx2*), and *phosphodiesterase 8b*. 

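Lymphoid enhancer-binding factor 1 (Lef1) had log2 ratios of -0.82 ± 0.24 (SD, n = 7) in exposed and -0.72 ± 0.14 (SD, n = 6) in control lungs, a difference of -0.10 within the spread between mice (adjusted p = 0.72 from limma). Without background correction it was -0.20 (unadjusted p = 0.011, adjusted p = 0.47). Kit ligand (Kitl) had 1.77 ± 0.33 and 2.24 ± 0.21, a difference of -0.46, and no exposed mouse lay above the control mean (unadjusted p = 0.0076, adjusted p = 0.61). Over 11 alternatives the adjusted p ran from 0.46 to 1.00 for Lef1 and from 0.31 to 1.00 for Kitl. The direction of both was lower under each of them.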

Predicted targets of miR-449a that were differentially expressed included the following: *lymphoid enhancer-binding factor 1* (*lef1*) and *Kit ligand*. *Runx2* and *lef1* are the downstream targets of WNT signaling suggesting that miR-135b and miR-449a may have a common function in regulating WNT signaling. However, it appears that the effect of the observed 6- and 60-fold induction of miR-449a and miR-135b on transcript levels of their predicted targets is negligible. There may be several reasons to explain the lack of changes in target mRNAs. First, the genes targeted by miR-449a and miR-135b in response to particle exposure may be different than the ones predicted *in silico*. Second, the majority of the genes changing in response to nanoTiO_2_ in our model are acutely induced and therefore the magnitude of their induction is expected to be 10–100-fold higher immediately following the exposure. Therefore, even if some of these genes are directly targeted by the miRNAs at the transcriptional level, their suppression may not be below those of control levels. Third, it is also possible that the predominant mode of action for these miRNAs is through translational repression.

Currently, the causes and consequences of miRNA response following exposure to nanoTiO_2_ are unknown. However, changes at the transcriptional level of several target genes are implicated in acute phase and inflammatory response. Thus, miR-1, miR-135b, and miR-449a may play a role in these biological processes. We have recently confirmed induction of miR-135b in other inflammatory models including particle-induced inflammation (Halappanavar et al., unpublished data). The induction of several inflammatory chemokines and acute phase components is well characterized in response to particle exposure, including nanoTiO_2_ (as described in detail earlier). However, the possibility that these molecular pathways could be under the direct control of miRNAs that play a role in particle-induced response is yet to be demonstrated. We hypothesize that some of the genes, including the *Saa* family and chemokines, are the direct targets of miR-135b and that miR-135b could be acting to resolve the inflammation process. A similar hypothesis was also proposed by Jardim et al. [2009]. These authors suggest that disruption in miRNA expression in response to diesel exhaust particles (DEP) in human airway epithelial cells could be implicated in modulation of the inflammatory process induced by DEP. Further characterization of miR-135b responsive genes and their role in particle-induced pulmonary response is being carried out in our laboratory to determine the biological relevance of these changes.

The miRNA field is still developing in parallel with more powerful tools to study their expression and activity. At present, a number of published studies describe changes in the expression of several miRNAs in diseases (reviewed in [Sun and Tsao,^2008^]) or in certain biological processes *in vitro* and *in vivo* [Bueno et al.,^2008^; Lynam-Lennon et al.,^2009^]. However, there are very few studies that have characterized changing mRNA and miRNA profiles in target tissues *in vivo* in response to toxic substances (reviewed in [Lema and Cunningham,^2010^]). To our knowledge, this is the first report on particle-induced pulmonary miRNA changes. Integration of gene and miRNA expression profiles with reports examining multiple endpoints at the molecular, cellular, tissue, and physiological levels will be very useful in understanding the toxicity of particles in the context of the whole organism. Further studies incorporating acute, subchronic, and chronic doses with different types of nano TiO_2_ particles and multiple time points are needed to validate our findings.

## CONCLUSIONS

This work demonstrates the induction of acute phase reactants, chemoattractants, immune and host defense genes following exposure to occupationally relevant levels of surface-coated titanium dioxide nanoparticles via a biologically relevant exposure route. These findings are in keeping with the expected health outcome of chronic nanoparticle exposure, and the changes persist for up to 5 days following exposure. In parallel with perturbation of these genes, specific miRNAs are also induced in the lungs in response to nanoTiO_2_. The role of miRNAs in response to particle-induced lung injury is now under investigation in our laboratory.

*Competing interests:* There are no financial competing interests to disclose.

# Supplementary material for: Pulmonary Response to Surface-Coated Nanotitanium Dioxide Particles Includes Induction of Acute Phase Response Genes, Inflammatory Cascades, and Changes in MicroRNAs: A Toxicogenomic Study
**Source:** Environ Mol Mutagen. 2011 Jan 21;52(6):425–39. doi: 10.1002/em.20639
**Supplement:** Supplementary file 1

**Figure S1**

Hierarchical cluster analysis of all samples. Heat map represents all genes (353) that are statistically significantly differentially expressing. Green bars represent high expression levels, red represent low expression levels and black bars are similar to the normalized median gene expression values. The numbers refer to individual samples (mice), C: Controls, E: NanoTiO2

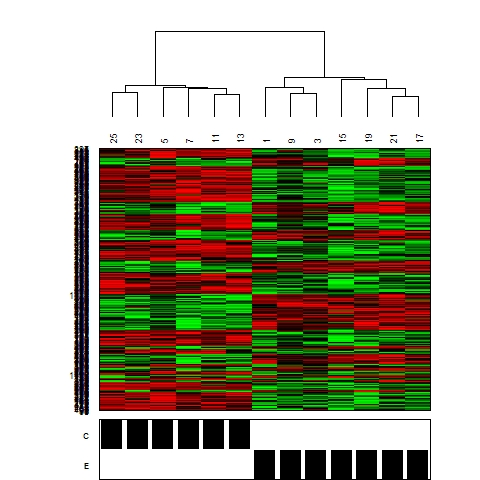

**Figure S2A**

Total immunoreactive Saa1 in 30 ugs of total lung tissue extracts. Data represent relative levels of Saa1 in 30 ugs of total lung protein analysed (n = 5, ± SEM).

**Figure S2B**

Quantification of Western blot for Saa3 protein in lung tissue extracts. Data are presented as relative amount (arbitrary units) of total Saa3 protein in control and treated samples (n = 3 mice/group, ± SEM). *indicates statistically significant by Student’s T-test.

*FC: Fold change, values are over matched control

How the deposited data were processed for this re-analysis (not part of the article)

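Lung mRNA was analysed from 13 arrays (7 exposed and 6 control mice), liver mRNA from 15 arrays (7 exposed and 8 control mice) and lung miRNA from 13 arrays (7 exposed and 6 control mice). Every array holds the RNA of 1 mouse, and each array's group was taken from the labels deposited with it. All arrays that could be mapped to a group were kept, and all 41 columns of the authors' processed tables were mapped.

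The authors deposited the scanner software's output for each array, with the signal and local background of each spot as intensity values that are not normalized. The software was version 9.5.3.1 for lung mRNA, 10.1.1.1 for liver mRNA and 9.5.1.1 for miRNA. The authors also deposited processed tables in log2 units, made for mRNA by LOWESS and for miRNA by quantile normalization. The log2 ratios of the mRNA table correlated with those of the intensities without background subtraction at 0.929 to 0.993 per array, and the miRNA table with the values used here at 0.9993 to 0.9999. These tables were used as an alternative.

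Computations used R 4.3.3 with limma 3.58.1, statmod 1.5.0, data.table 1.17.8 and jsonlite 2.0.0, and figures were drawn with matplotlib 3.10.9. An mRNA array held 45018 spots, of which 43379 were not controls, for 41174 probes and 27962 gene names. Median spot intensities were corrected with normexp (offset 50) on all spots and normalized within each array by loess. Control spots and spots marked as outliers by the scanner software were then left out, and the spots of a probe were averaged. Groups were compared with lmFit and eBayes, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Folds come from the fitted log2 difference. Lung and liver were fitted separately. The difference between their exposure effects was fitted over all 28 arrays with a shared spread. The Cy3 channel of the lung arrays was tested alone after normalization between arrays.

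A miRNA array held 12493 spots, of which 11540 were not controls, for 576 miRNAs. Present calls used the trimmed mean plus 3 trimmed SDs of the negative control spots named in the methods. The trimmed share of 0.05 at each end was chosen here, since the paper states none. The median over the spots of a probe and then over the probes of a miRNA was used, and miRNAs present on at least 50% of the arrays of either group were tested.

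The share of spots well above background in Cy5 had a median of 66.3% on exposed and 62.9% on control lung arrays and of 63.6% and 61.3% on liver arrays. A median of 201 mouse miRNAs was present on exposed and of 210 on control arrays. The methods were tested on simulated data, in which a log2 change of 1 was added to 200 probes, or to 20 miRNAs. The share of added changes that was called was 88.0% for the lung, 87.5% with slide as a block, 88.0% with residual shuffling, 92.5% for the liver, 84.5% for lung against liver, 95.0% for the reference channel and 100% for miRNA. In the lung 13 probes without an added change were called as well. The simulated noise was drawn independently for each probe and lacked the pulled background model of some real arrays. The shares therefore do not carry over to the planned fit of the real arrays. The number of arrays limits the precision.

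Genes and miRNAs were named by a rule: every gene or miRNA that the paper names in its text or in Tables II, III and IV as measured on the arrays, the genes of its PCR array text, and in each set the 5 highest and the 5 lowest differences among those called. Where a gene had several probes, the probe with the highest mean signal was reported. The other called lung genes were named after their values were seen, apart from a gene that is not reported here. The search for single values far from their group was limited to the genes of the rule, also after the values were seen. Single genes also have an exact permutation test over all splits of the arrays (1716 for the lung).

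Alternatives for mRNA were no background correction, the scanner software's processed signals, median centering, normalization between arrays by Aquantile, the authors' table, probes well above background on at least 50% of arrays of either group, slide as a fixed or random block, a permutation p from residual shuffling, and 1 value per gene symbol. Aquantile changes no log ratio, so that it does not test the result. Leaving the marked spots out before the background fit was added after the counts were seen, as was no background correction for the gene lists. Alternatives for miRNA were normexp, 2 scalings to the 75th percentile, the total gene signal, the authors' table, every mouse miRNA, presence on all arrays of a group, tests at the probe level, slide as a fixed or random block and the hybridization block of the labels. Each array was left out in turn.

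Gene lists were tested with camera (preset correlation 0.01) and fry. The 17 lists were chemokine ligands, chemokines named by the paper, acute-phase genes named by the paper, complement and coagulation, sterol biosynthesis, and markers of hepatocytes (plasma protein and metabolic), neutrophils, alveolar macrophages, ciliated cells, heart muscle, skeletal muscle, erythroid cells, B cells, T cells, club cells and alveolar type 2 cells. Chance was tested with 100 splits of the arrays, the real one included (random seed 1), and lung and liver were split separately. Relations between list means used 100000 resamples.

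The paper states that lung and liver came from the same mice, and 12 mouse numbers occur in both tissues. Over these the mean correlation of lung with liver was 0.115, against -0.011 for other pairs of mice, with 1 of the 12 pairs below 0 (-0.06 for mouse 26). The main comparison used no mouse block, and mouse number as a replicate block was an alternative. Mouse numbers do not link the miRNA arrays to the mRNA arrays, since miRNA control mice 12, 20 and 23 have numbers that the mRNA labels give to exposed mice. The miRNA array of control mouse 23 is labeled Cy5, was read in the green channel as the others were, and was treated as Cy3.

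The RT-PCR, PCR array, protein, lavage and particle measurements and the pathway gene lists of the paper were not analysed here.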

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

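The tests of spots with a very bright local background, and those of lists or splits without background correction, were chosen after the results were seen.

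In 6 of 112 groups of lung values, for the genes named by the rule, 1 mouse lay far from the others of its group, where chance gives about 1 in 20 groups. Of these, 5 were low or high values of control mouse 24: C1qb 1.50 (nearest 2.33), Ccl7 -2.19 (nearest -2.89), Ccl19 2.93 (nearest 3.86), Ccl6 4.53 (nearest 5.34) and Pde8b 1.18 (nearest 2.05). A candidate explanation is that a few spots with a very bright local background pull the normexp fit on some arrays. Of the 5 values, 0 stayed far from the others without background correction, and 0 with the marked spots left out of the fit. Other values were far from their group without background correction, in 5 of the 112 groups, so that the number of such values hardly changed. A wrong sample label was not tested, and the design gives no biological explanation for a single control mouse.

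The other lung value was Saa1 in exposed mouse 20, at 1.27 against a nearest value of 0.32, and it did not stay far from its group without background correction or with the marked spots left out. No biological explanation was tested for it.

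In 2 of 32 groups of miRNA values, 1 mouse lay far from its group, close to the number that chance gives. Control mouse 10 had a miR-193 signal of 8.59 (nearest 7.94) and control mouse 12 a miR-33 signal of 5.94 (nearest 6.37). The latter miRNA was present on 5 of 6 control arrays. No explanation was tested.

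The effect of exposure differed between lung and liver for 5 probes by a test of that difference. On the log2 scale lung minus liver was 1.45 for Noxo1, 0.97 for Ccl2, 2.21 for Saa3, 0.33 for D18Bwg0362e and 1.11 for Trem2. With the planned background correction 5 of 100 splits of the arrays gave a result as large, so that chance cannot be excluded for the count, and another split gave 1690 probes. Without background correction 1 of 100 splits, the real one, gave a result as large (50 probes, the highest other split 8), so that chance is argued against there. The call of D18Bwg0362e was lost without background correction and with the authors' table, those of Saa3, Trem2 and D18Bwg0362e with slide as a fixed block, and those of all 5 with median centering. Exposed and control samples held different slide positions in both tissues. An effect of position shared by both tissues would cancel in this difference. Such an effect in the lung or the liver arrays alone cannot be told apart from exposure. A difference in response between the tissues stays open.

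Among the 15 lung probes that differed, 9 were for 7 genes that the paper's text does not name, among them Trem2, D17H6S56E-5, Akp2, Clec5a, Rgs1 and 1300002K09Rik. Each of those listed was higher in each of 7 exposed mice than in every control mouse. For the count of probes that differed, 3 of 100 splits gave a result as large, the real one included. The same held for the probes over 1.5-fold higher (3 of 100) and over 1.5-fold lower (3 of 100, for a real count of 1). Few splits reached these counts, but chance is not excluded by them. The 2 other splits gave 7664 and 5750 probes, and both put exposed mice 1, 12 and 23 and control mouse 24, the arrays on which the background model was pulled, into the same group. Without background correction the real split alone (1 of 100) gave as many as 84 probes, and the highest other split gave 9. An effect of the position on the slide that reaches both dyes is argued against by the reference channel, in which 1 probe differed between the groups. For that probe chance is argued against (1 of 100 splits, the real one). The liver arrays had the same layout, so that an effect of position on Cy5 shared by both tissues would cancel in lung minus liver. Without background correction 50 probes differed in that test, which argues against a shared effect for those probes. An effect of position on Cy5 in the lung arrays alone was not tested and cannot be told apart from exposure. An effect of exposure on these genes, or on the cells present in the lung, stays open.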

How the results depend on the processing

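Leaving the marked spots out before the background fit was chosen after the counts were seen, as was no background correction for the gene lists, and the other alternatives were set before the data were examined. Except where stated, the cause of a change was not tested.

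The lung counts depended on the background correction. Against 15 probes, 13 over 1.5-fold higher, 1 over 1.5-fold lower and 6 genes named by the paper, no background correction gave 84, 43, 2 and 19, the scanner software's processed signals 74, 55, 5 and 19, and 71, 43, 2 and 20 with the authors' table. Leaving out the marked spots gave 83, 42, 2 and 21. The 15 probes were all among those called with no background correction, with the processed signals and with the marked spots left out, and 14 of them with the authors' table. Median centering gave 0, 0, 0 and 0 with limma, and 301 probes at an unadjusted p under 0.05. Slide as a fixed block gave 6, 6, 0 and 2. With 1 value per gene symbol 0 genes were over 1.5-fold lower. Slide as a random block gave 16 probes, residual shuffling 15 and the probes well above background alone 17. Normalization by Aquantile changes no log ratio and tests nothing here. With each array left out in turn the count was 11 to 20, and 8 to 14 probes were over 1.5-fold higher, the fewest without control mouse 26.

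Of 56 lung genes, 38 kept direction and side of the threshold without background correction, 13 passed the threshold and 5 changed sign. The changes of sign were in genes that were not called. C1qb was 0.40 without background correction, 0.18 with the processed signals, 0.38 with the authors' table and 0.38 with the marked spots left out. In the same order Mbl1 was 0.16, 0.51, 0.14 and 0.17, Ccl19 was 0.35, 0.025, 0.33 and 0.36, and Runx2 was -0.25, -0.39, -0.27 and -0.25. Ifng was 0.068 without background correction, 0.066 with the authors' table and 0.030 with the marked spots left out. With the processed signals Ccl22 was 0.066 and Pigr -0.38. With median centering Mbl1 was 0.023, Crp 0.048, Ccl22 0.056 and Ccl6 -0.054. With slide as a fixed block Crp was 0.0063, and with 1 value per gene symbol Xcr1 was 0.021. With each array left out C1qb ran from -0.38 to 0.0087, Fga from -0.014 to 0.041, Mbl1 from -0.11 to 0.020, Serpina3n from -0.12 to 0.18, Crp from -0.034 to 0.0085, Ccl19 from -0.42 to 0.041 and Ccl6 from -0.022 to 0.29. Among called genes Ccl7 lost its call in 10 and Ccl9 in 4 of 13 cases, and Saa3, Noxo1, Ccl2 and Cpne5 in none.

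In the liver no probe was called under any alternative but slide as a fixed block (1 probe). At an unadjusted p under 0.05 there were 3596 probes with limma as planned and 1452 without background correction. LOC624219 was -0.19 without background correction, -0.11 with the processed signals, -0.14 with the authors' table and -0.23 with the marked spots left out, and ran from -0.020 without control mouse 26 to 0.29 without control mouse 45.

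For lung against liver, against 5 probes, 50 differed without background correction, 49 with the authors' table, 58 with the marked spots left out, 3 with slide as a fixed block, 0 with median centering and 6 with mouse number as a replicate block (pairing of the tissues by mouse). In the reference channel, against 1 probe, 3 differed without background correction, 3 with the marked spots left out and 0 with slide as a fixed block.

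Of 17 gene lists camera called 13 and fry 4. Fry called 5 without background correction and 6 with the marked spots left out. The ciliated cell list had a median of 0.12 without background correction (adjusted p = 1.6e-05 from camera and 0.26 from fry) and of 0.056 with the marked spots left out (0.037 and 0.56). For B cells these were 0.017 (0.57 and 0.82) and 0.0100 (0.76 and 0.91), and for alveolar type 2 cells 0.050 (0.0040 and 0.13) and 0.11 (0.00019 and 0.020). The alveolar macrophage list had a median of -0.15 with slide as a fixed block and -0.020 over probes well above background, where the complement and coagulation list had -0.0040.

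The miRNA counts depended on the slide. Against 4 miRNAs, 3 over 1.5-fold and 4 named by the paper, slide as a fixed block gave 26, 5 and 13. Slide as a random block gave 20 miRNAs, 11 of them named, and the hybridization block 15 and 9. Testing every mouse miRNA gave 2 and 2, where more miRNAs are tested, and the 75th percentile of probes detected on all arrays gave 2 named miRNAs. That scaling moved the median of all tested miRNAs to -0.12 from -0.03. Over 1.2-fold, 4 miRNAs were called as planned, 14 with slide as a fixed block, 12 with slide as a random block and 10 with the hybridization block. With each array left out 2 to 6 miRNAs were called, 2 to 5 of them named, with 2 without exposed mouse 1, 3 or 9 or control mouse 12 or 20 and 6 without exposed mouse 18. The calls of miR-449a and miR-135b held under each of 11 alternatives. None of the 16 named miRNAs changed sign.

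Depth limits the genes near background. Ccl22, Fga, Il6 and Mmp12 were above background on no control array, and on 2, 2, 5 and 7 of 7 exposed arrays, and Crp and Ccr4 on no array.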

Differences from the paper's values

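Leaving the marked spots out before the background fit was chosen after the values were seen; the other alternatives below were set before the data were examined.

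In the lung 15 probes differed, against the paper's 353. None of these alternatives came within 1.5 times of that value, and the highest count was 84, without background correction. Over 1.5-fold either way there were 14 probes against the paper's 53. No background correction (45), the processed signals (60) and the authors' table (45) came within 1.5 times, and the others set beforehand did not. The alternative chosen after the values were seen gave 44. Over 1.5-fold higher there were 13 against the paper's 50, with 43 without background correction, 55 with the processed signals and 43 with the authors' table, and outside that range under the others. The alternative chosen after the values were seen gave 42. Over 1.5-fold lower there was 1 against the paper's 3, with 2 without background correction and 2 with the authors' table, and outside that range under the others, where the processed signals gave 5. The alternative chosen after the values were seen gave 2.

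C1qb was 0.867-fold in exposed against control lungs, where the paper gives 1.30. It had the paper's direction and came within 1.5 times of its value without background correction, with the processed signals and with the authors' table, and not under the other alternatives set beforehand. A gene without any change would also come within 1.5 times of the paper's value, so that this compares the direction only. C1qb was not called in any of these settings. With the marked spots left out, chosen after the values were seen, its log2 difference was 0.38.

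In the liver 0 probes were called by limma, with 3596 at an unadjusted p under 0.05, against the paper's 11. None of the alternatives came within 1.5 times, and slide as a fixed block called 1. For the TD26 gene LOC624219, control over exposed was 0.865-fold against the paper's 1.6. It had the paper's direction and came within 1.5 times of its value without background correction, with the processed signals and with the authors' table, and not under the other alternatives set beforehand. In that order its log2 differences were -0.19, -0.11 and -0.14, none of them called. Each lay closer to no change than to the paper's fold, so that mainly the direction was met. With the marked spots left out, chosen after the values were seen, its log2 difference was -0.23.

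For miRNA 4 were called against the paper's 55, and none of the alternatives came within 1.5 times (highest 26, with slide as a fixed block). Over 1.5-fold 3 were called against the paper's 6, with 5 with slide as a fixed block and 4 with slide as a random block, and outside that range under the others. Over 1.2-fold 4 were called against the paper's 16, with 14 with slide as a fixed block and 12 with slide as a random block, and outside that range under the others.

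Genes that the paper names as changed were not all called. Ly6f, Slc26a4, Lcn2, Saa1, Mmp12, C3, Cxcl1, Ccl17, Ccl12 and Vnn1 were called without background correction, with the processed signals, with the authors' table and, as the alternative chosen after the values were seen, with the marked spots left out. Noxa1, Pigr and Vnn3 were called under the same settings except the processed signals. Saa1 was also called without exposed mouse 20. Cxcl5 was called with the processed signals, with slide as a fixed block and without exposed mouse 19, Ccl3 and C3ar1 with the processed signals, Spp1 with the authors' table and with the marked spots left out, and C1r with the marked spots left out and, by its other probe, without background correction (log2 difference 0.29, adjusted p = 0.039). Ccl19 was called by its second probe alone, without background correction (0.48, adjusted p = 0.025), with the authors' table (0.47, adjusted p = 0.039) and with the marked spots left out (0.47, adjusted p = 0.015). C1s, C1qb, Cxcl12, Ccl22, Ches1, Runx2, Pde8b, Lef1 and Kitl were called by no probe under the alternatives run. The paper lists Runx2 as lower in exposed lungs, and the difference was 0.23, against -0.25 without background correction. The paper lists Ccl19 as higher, and the difference of the probe reported was -0.24, against 0.35 without background correction. The paper describes several liver-made acute phase genes as over 1.5-fold at an unadjusted p under 0.05. This held here for F2 (1.53-fold, unadjusted p = 0.043), and without background correction for F2, Alb1 and Ahsg (unadjusted p = 0.037, 0.040 and 0.019). Alb1 was 1.41-fold (unadjusted p = 0.41), Apoa1 1.20-fold (0.14, well above background on 2 of 6 control arrays), Apoa2 1.39-fold (0.10, on 4 of 6) and Ahsg 1.34-fold (0.42), and Crp was below background.

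Of the miRNAs in Table IV, miR-92a, miR-223, miR-144, miR-141 and miR-34c were called with slide as a fixed block, with slide as a random block and with the hybridization block. For miR-1 and miR-342-3p this held with slide as a fixed or random block, and for miR-133b and miR-133a with slide as a fixed block. The call of miR-34c was also made with normexp, the authors' table and the 75th percentile over all probes, and without control mouse 8 or exposed mouse 18. For miR-193 a call was made without control mouse 10 (adjusted p = 0.027), and for miR-33 and miR-720 no setting gave a call.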

Other observations

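The tests of spots with a very bright local background, and the values of lists and splits without background correction, were chosen after the results were seen, as were the comparison of miR-144 with other red cell miRNAs and the count of lists without those of genes named by the paper.

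Few probes were called in the lung as planned. A candidate explanation is that a few spots with a very bright local background pull the normexp fit on some arrays. With the marked spots left out of the fit 83 probes were called, of which 75 were also among the 84 called without background correction.

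Camera called 13 of 17 gene lists, but 9 of 100 splits of the arrays gave as many, with a median of 8 over the other splits, so that chance cannot be excluded for that count. For the 4 lists called by fry, 2 of 100 splits gave as many, and for the 5 called by fry without background correction 2 of 100, but these include lists of genes that the paper chose on these samples, so that chance cannot be excluded from these counts. Over the 14 lists left without the 2 lists of genes named by the paper and without the chemokine ligands, fry called 1, and 7 of 100 splits gave as many, so that chance cannot be excluded. Without background correction fry called 2 of them, and 2 of 100 splits gave as many. Both are of pathways that the paper reports from these samples, so that chance cannot be excluded there either. The chemokines named by the paper had a median log2 difference of 0.75 (adjusted p = 5.5e-15 from camera and 1.6e-07 from fry, 10 of 12 probes higher) and its acute-phase genes 0.30 (1.0e-10 and 0.014, 20 of 24 probes higher). Both lists were chosen by the paper on these samples.

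The other cell lists are given by their median log2 difference with the adjusted p from camera and fry. These were heart muscle 0.03 (0.069 and 0.79, 34 of 52 probes higher), skeletal muscle -0.06 (0.20 and 0.58, 5 of 32), B cells -0.15 (0.069 and 0.59, 4 of 22), T cells 0.03 (0.024 and 0.39, 25 of 39), club cells -0.22 (0.018 and 0.49, 4 of 18) and alveolar type 2 cells -0.15 (0.0085 and 0.54, 5 of 33). The alveolar macrophage list had a median of 0.003 and a mean of -0.21, and its test pointed up (0.95 and 0.97, 13 of 25).

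Genes for plasma proteins made in the liver were higher in some exposed lungs. A candidate explanation is liver RNA in some lung samples. The plasma protein list had a median of 0.18 (adjusted p = 0.00015 from camera and 0.54 from fry, 30 of 36 probes higher) and the metabolic hepatocyte list 0.09 (2.6e-05 and 0.40, 39 of 49). Over the 13 lung arrays the means of the 2 lists correlated at r = 0.949 (Spearman 0.907, adjusted p = 5e-05 over 2 relations), and at 0.850 without exposed mice 19 and 13. Without background correction r was 0.968. Of the 28 and 34 genes of these lists on the array, 26 and 22 were above background in the lung. Liver miRNA does not go the same way on the miRNA arrays, where miR-122 differed by -0.30 (adjusted p = 0.67), but these arrays cannot be linked to the same mice. The list means did not differ between the groups (exact permutation p = 0.37 and 0.25), and an effect of exposure on these genes stays open.

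The muscle miRNAs miR-1, miR-133a and miR-133b were higher in exposed lungs. More muscle tissue in the lung samples of exposed mice could not be decided, since the mean of the heart muscle list varied between mice and did not differ between the groups (exact permutation p = 0.843, and 0.38 without background correction), while its median moved with the background correction. It was 0.22 without background correction (adjusted p = 0.00078 from camera and 0.59 from fry, 46 of 52 probes higher) and 0.23 with the marked spots left out (0.00019 and 0.56, 40 of 42). The skeletal muscle list had a median of -0.12 without background correction (0.0020 and 0.45, 7 of 32). Its mean did not differ between the groups in that setting (exact permutation p = 0.59). There control mouse 34 had a list mean of 1.07, and the next highest control, mouse 24, had 0.04. The lower direction of this list is therefore not settled. Of the heart muscle list 27 of 30 genes are above background in the lung. An effect of exposure stays open.

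S100a8 was lower in exposed lungs. Whether fewer neutrophils in the lung samples of exposed mice explain this cannot be told apart. In lavage fluid of these mice the paper reports a larger share of neutrophils after exposure, the opposite direction. Lavage cells are not the lung tissue measured here, so that they do not settle it. The neutrophil list had a median of -0.11 (adjusted p = 0.024 from camera and 0.40 from fry, 7 of 27 probes higher). Without S100a8 it was -0.113, and without background correction -0.07 with a mean of 0.05, so that the direction of the list is not settled. An effect of exposure stays open.

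For miR-449a and the miR-34 family, a larger share of ciliated cells in the lung samples of exposed mice cannot be told apart from an effect of exposure. The ciliated cell list had a median of -0.228 (adjusted p = 0.042 from camera and 0.58 from fry, 5 of 32 probes higher) and of 0.12 without background correction, and the mRNA and miRNA arrays are not linked by mouse.

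For miR-144, more blood in the lung samples of exposed mice as the whole cause is argued against by other miRNAs that are abundant in red cells, since miR-451 (-0.14) and miR-486 (-0.21) were not higher in exposed lungs. On the same arrays miR-144 minus miR-451 was higher by 0.721 in exposed mice (exact permutation p = 0.00058, 7 of 7 exposed mice above every control mouse), and miR-144 minus miR-486 by 0.80 (0.0017, 6 of 7). With slide as a block these were 0.71 (standard error 0.21) and 0.81 (standard error 0.21). More red cell precursors could not be decided. The erythroid list had a median of -0.104 (adjusted p = 0.020 from camera and 0.40 from fry, 11 of 33 probes higher), of -0.038 without background correction (0.14 and 0.59) and of -0.021 with the marked spots left out (0.76 and 0.91), and its mean did not differ (exact permutation p = 0.18, and 0.56 without background correction).

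For miR-223, fewer myeloid cells in the lung samples of exposed mice could not be decided. In lavage fluid the paper reports a larger share of neutrophils and a smaller share of macrophages after exposure. The other 5 miRNAs of the myeloid list were higher, not lower. Of these miR-142-3p differed by 0.260 (adjusted p = 0.63), miR-142-5p by 0.08 and miR-146a by 0.05, within the spread between mice. The others were miR-155 at 0.20 (adjusted p = 0.14, and 0.019 with slide as a block) and miR-146b at 0.32 (0.10, and 0.0032 with slide as a block), which can also rise within cells in inflammation. An effect of exposure stays open for miR-144 and miR-223.

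For the 4 miRNAs called, 2 of 100 splits of the arrays gave as many, for the 3 over 1.5-fold 2 of 100, and for the 26 called with slide as a block 2 of 100 splits drawn within slides (another gave 36). Few splits reached these miRNA counts, but chance is not excluded by them. In the liver all 100 of 100 splits gave as many as the real count of 0, and the highest gave 2.

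Among probes called without background correction, genes that the paper's text does not name, chosen after their values were seen, were Proz (log2 difference 1.21), Ctsk (0.98), Csf2 (0.93), Timp1 (0.77), Marco (0.55) and Gpnmb (0.47), and, lower in exposed lungs, Siglecf (-0.71), Ear1 (-0.48), Ear11 (-0.45) and Ear10 (-0.37). Adjusted p were between 0.00052 and 0.041 for these probes.

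Of the 10 viral miRNAs on the array, mghv-miR-M1-2 was present on 7 exposed and 6 control arrays, and mghv-miR-M1-7-3p and mghv-miR-M1-9 on 2 exposed and 0 control arrays each.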
